# Autocrine TGF-β-positive feedback in profibrotic AT2-lineage cells plays a crucial role in non-inflammatory lung fibrogenesis

**DOI:** 10.1038/s41467-023-40617-y

**Published:** 2023-08-31

**Authors:** Yasunori Enomoto, Hiroaki Katsura, Takashi Fujimura, Akira Ogata, Saori Baba, Akira Yamaoka, Miho Kihara, Takaya Abe, Osamu Nishimura, Mitsutaka Kadota, Daisuke Hazama, Yugo Tanaka, Yoshimasa Maniwa, Tatsuya Nagano, Mitsuru Morimoto

**Keywords:** Adult stem cells, Respiratory tract diseases, Transforming growth factor beta

## Abstract

The molecular etiology of idiopathic pulmonary fibrosis (IPF) has been extensively investigated to identify new therapeutic targets. Although anti-inflammatory treatments are not effective for patients with IPF, damaged alveolar epithelial cells play a critical role in lung fibrogenesis. Here, we establish an organoid-based lung fibrosis model using mouse and human lung tissues to assess the direct communication between damaged alveolar type II (AT2)-lineage cells and lung fibroblasts by excluding immune cells. Using this in vitro model and mouse genetics, we demonstrate that bleomycin causes DNA damage and activates p53 signaling in AT2-lineage cells, leading to AT2-to-AT1 transition-like state with a senescence-associated secretory phenotype (SASP). Among SASP-related factors, TGF-β plays an exclusive role in promoting lung fibroblast-to-myofibroblast differentiation. Moreover, the autocrine TGF-β-positive feedback loop in AT2-lineage cells is a critical cellular system in non-inflammatory lung fibrogenesis. These findings provide insights into the mechanism of IPF and potential therapeutic targets.

## Abstract (web summary)

IPF is a progressive disease with few inflammatory pathology. Here, using alveolar organoid technology, the authors identified autocrine TGF-β-positive feedback in AT2-lineage cells as a core mechanism of inflammation-independent lung fibrogenesis.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is the most common type of interstitial lung disease (ILD) and is a chronic progressive disease with a poor prognosis of less than 5 years after diagnosis^1–3^. Molecular details of the etiology of IPF have been investigated to develop a new treatment approach, as there are only two approved anti-IPF drugs, nintedanib and pirfenidone; neither of which can completely halt the disease progression^1^. The hallmarks of IPF pathogenesis are epithelial damage and abnormal activation of fibroblasts for proliferation and differentiation into myofibroblasts, leading to the accumulation of excessive extracellular matrix proteins and scar formation in parenchymal tissue. These mesenchymal tissue malformations ultimately cause alveolar structural destruction, decreased lung compliance, and disrupted gas exchange function^4–6^. Although the pathogenic significance of immune cells, such as monocytes/macrophages, neutrophils, eosinophils, and several types of T cells in lung fibrosis has been reported^7,8^, the role of inflammation in IPF is controversial because anti-inflammatory treatment is not effective or rather harmful for patients with IPF according to the PANTHER-IPF clinical trial^9^. Additionally, compared to those of patients with non-IPF lung fibrosis, such as fibrotic nonspecific interstitial pneumonia and collagen vascular disease-associated lung fibrosis, lungs of patients with IPF show fewer inflammatory pathologies despite more severe fibrosis^2,6,10,11^. Therefore, in clinical situations, inflammatory events may not be a good target for the treatment of IPF, and the non-inflammatory fibrosis process is worth evaluating.

The alveolar epithelium is composed of two types of epithelial cells: alveolar type I (AT1) cells, which are responsible for gas exchange, and alveolar type II (AT2) cells, which produce surfactants and function as tissue stem cells. If the alveolar epithelium is damaged, AT2 cells undergo self-renewal and differentiate into AT1 cells to regenerate lost alveolar epithelial cells^12^. Currently, there is growing evidence that non-inflammatory disorders of AT2 cells can cause lung fibrosis. Mutations in genes predominantly expressed in AT2 cells, such as surfactant protein C (SFTPC), surfactant protein A2, and ABCA3, have been associated with human lung fibrosis, including IPF^13^. In mouse models, dysfunction/stress of AT2 cells serves as an initiating event in lung fibrosis. Induction of telomerase deficiency^14^, *Sin3a* knockout^15^, endoplasmic reticulum stress^16,17^, dysregulated autophagy^18^, and mechanical stretching stress^19^ in AT2-lineage cells result in the development of lung fibrosis; however, whether there is direct communication between dysfunctional AT2 cells and (myo)fibroblasts remains unclear.

The mechanism of non-inflammatory AT2-derived lung fibrogenesis has not been investigated in detail because of technical limitations. When using only in vivo fibrosis model, even with an *Sftpc-creER* driver that can genetically and specifically manipulate AT2 cells, the influence of immune cells is not completely excluded unless the lung tissue is isolated from the animal. Additionally, this in vivo fibrosis formation requires considerable time over several weeks, regardless of the induction methods, which makes it difficult to estimate whether AT2 cells directly or indirectly induce fibrosis. Therefore, it is desirable to develop a new experimental method to model lung fibrosis with minimal cell components such as profibrotic-stimulated AT2-lineage cells and naïve lung fibroblasts.

In this study, we aimed to clarify the causal relationship among epithelial injury, inflammation, and myofibroblast differentiation using an in vitro lung fibrosis organoid model for mice and humans, which recapitulates cell-cell interaction between damaged AT2-lineage cells and lung fibroblasts. We further modulated p53 and TGF-β signaling in vivo and in vitro, showing that the TGF-β-positive feedback loop in AT2-lineage cells is a critical cellular system in lung fibrogenesis. These data demonstrate that the initial induction of non-inflammatory lung fibrosis, including IPF, could be regulated by direct communication between damaged AT2-lineage cells and lung fibroblasts with no contribution from immune cells.

## Results

### Ex vivo and in vitro lung fibrosis models recapitulating inflammation-independent myofibroblast differentiation

To elucidate the temporal sequence of lung fibrosis, we generated a BLM-induced lung fibrosis model using an *Acta2-DsRed* mouse line, which exhibits fibroblast-to-myofibroblast differentiation by expressing DsRed fluorescent protein, and examined the fibrosis phenotype on days 0 to 21 (Fig. 1a). We found that epithelial injury, defined as positivity for the DNA double-strand break marker γH2AX, was the initial event after BLM injection (day 2) (Fig. 1b), followed by the appearance of infiltrated immune cells (days 4–7) (Fig. 1c and Supplementary Fig. 1a). Thereafter, DeRed^+^ myofibroblasts (day 7–) and collagen accumulation (day 14–) became evident (Fig. 1a, d).

**Fig. 1:**
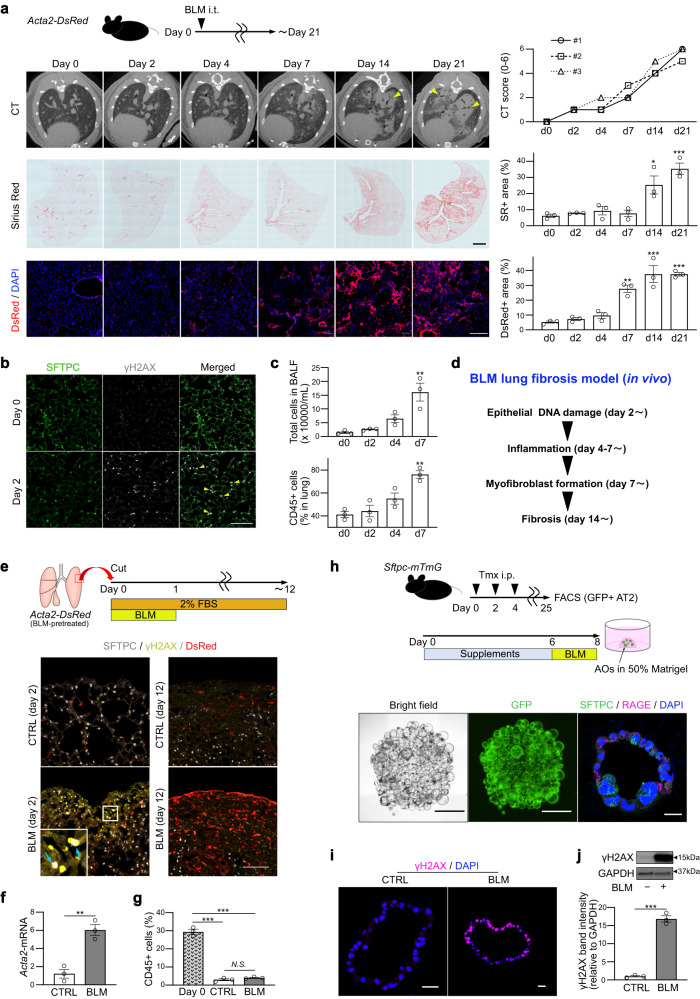
BLM-induced lung fibrosis model with mice, ex vivo culture, and in vitro organoid culture. **a** Serial assessment of BLM-induced lung fibrosis model in vivo using micro-CT (*upper*), Sirius Red (SR) staining (*middle*; scale bar: 1 mm), and DsRed reporter (*lower*; scale bar: 200 μm). Triangles on micro-CT images indicate fibrosis areas. Right graphs are the quantifications. CT score in each timing is derived from three independent mice. Other data represent the mean ± SEM of results obtained from three independent mice in each timing. *P < 0.05, **P < 0.01, ***P < 0.001 compared to day 0. **b** Lung sections on days 0 and 2 stained for SFTPC, γH2AX (scale bar: 100 μm). Triangles indicate γH2AX, SFTPC-double positive cells. **c** The number of total cells in BALF (*upper*) and percentages of CD45^+^ cells in whole lung lysates (*lower*). Data represent the mean ± SEM of results obtained from three independent mice. **P < 0.01 compared to day 0. **d** Summary scheme of BLM-induced lung fibrosis model in vivo. **e** Diagram of ex vivo lung-lobe culture and sections of the cultured lung tissue stained for SFTPC, γH2AX, and DsRed fluorescence (scale bar: 100 μm). Arrows indicate γH2AX-positive AT2 cells. **f** qRT-PCR of ex vivo cultured lungs. Data represent the mean ± SEM of the results obtained from three independent mice. **P < 0.01. **g** Evaluation of CD45^+^ cells by FACS for ex vivo cultured lung on day 12. Data represent the mean ± SEM of the results obtained from three independent mice. ***P < 0.001 compared to day 0. **h** Diagram of alveolar organoid (AO) culture and in vitro BLM treatment, images of untreated AOs in bright-field and GFP fluorescence on day 8 (scale bar: 1 mm), and sections stained for SFTPC and RAGE (scale bar: 20 μm). **i** Sections of BLM-treated AOs stained for γH2AX (scale bar: 20 μm). **j** Western blotting of CTRL- and BLM-AOs for γH2AX and GAPDH and the quantification. The lanes were run on the same gel. Data represent the mean ± SEM of results obtained from three independent mice. All statistical analyses are evaluated by unpaired two-tailed Student’s *t*-test or one-way analysis of variance with Bonferroni correction, as appropriate.

To model epithelial injury and inflammation-independent fibroblast-to-myofibroblast differentiation, we used two culture systems: ex vivo lung-lobe culture (Fig. 1e, see Methods) and in vitro feeder-free alveolar organoid culture assays (Fig. 1h). On ex vivo culture day 2, γH2AX-expressing damaged cells appeared in BLM-treated lobes and frequently merged with the AT2 cell marker, SFTPC (Fig. 1e and Supplementary Fig. 1b). On day 12, SFTPC and γH2AX expression was lost, and DsRed^+^ myofibroblasts were increased in the subpleural area of BLM-treated lobes (Fig. 1e). Quantitative reverse transcription PCR (qRT-PCR) revealed a sixfold increase in *Acta2* expression in BLM-treated lobes (Fig. 1f), indicating that BLM-mediated AT2 cell dysfunction may induce myofibroblasts without inflammation. Hematopoietic cells in the ex vivo culture were measured using FACS with an anti-CD45 antibody, confirming that the amount of hematopoietic cells was negligible on day 12 (Fig. 1g). To exclude the possibility that BLM directly induces fibroblast-to-myofibroblast differentiation, we performed a primary culture of FACS-sorted PDGFRα^+^EPCAM^−^CD45^−^CD31^−^LYVE1^−^CD146^−^ lung fibroblasts and confirmed that BLM administration to fibroblasts did not increase *Acta2* expression (Supplementary Fig. 1c). These data suggest that BLM-induced DNA damage in AT2 cells, and not in fibroblasts, could be the initial trigger for inflammation-independent fibroblast-to-myofibroblast differentiation.

Subsequently, we developed an alveolar organoid culture system for a lung fibrosis model (Fig. 1h and Supplementary Fig. 1d, see Methods), which is a constructive approach that allowed us to determine the minimum cell components to induce fibroblast-to-myofibroblast differentiation. Similar to the in vivo and ex vivo BLM-treated lung lobes (Fig. 1b, e), the majority of cells in BLM-treated alveolar organoids showed γH2AX expression (Fig. 1i, j), indicating epithelial DNA damage. To assess the capacity of AT2 cells to induce fibroblast-to-myofibroblast differentiation, we co-cultured BLM-treated alveolar organoids with naïve lung fibroblasts isolated from *Acta2-DsRed* mice at 24 h after BLM treatment (Fig. 2a and Supplementary Fig. 2, see Methods). If fibroblasts differentiate into myofibroblasts, DsRed fluorescence is observed in the surrounding organoid-containing gel. As expected, fluorescence microscopy revealed an increase in DsRed fluorescence in fibroblasts co-cultured with BLM-treated alveolar organoids (Supplementary Movies 1 and 2). These DsRed^+^ myofibroblasts co-cultured with BLM-treated organoids were more and larger than those co-cultured with control organoids, although the cell number itself did not differ (Fig. 2b), indicating that fibroblast-to-myofibroblast differentiation was directly induced by BLM-treated AT2 cells. Thereafter, we evaluated the sensitivity of the *Acta2-DsRed* reporter under our culture conditions with TGF-βs (a mixture of recombinant TGF-β1, -β2, and -β3) as a potent profibrotic factor at different concentrations (Fig. 2c), and determined that the reporter assay was able to detect recombinant TGF-βs as low as 1 pg mL^−1^ and showed a dose-dependent increase within 100 pg mL^−1^ (Fig. 2d). Collectively, we successfully established a protocol for alveolar organoid culture in a lung fibrosis model with sufficient sensitivity to detect low-dose profibrotic factors, which can recapitulate inflammation-independent epithelial-mesenchymal profibrotic interactions.

**Fig. 2:**
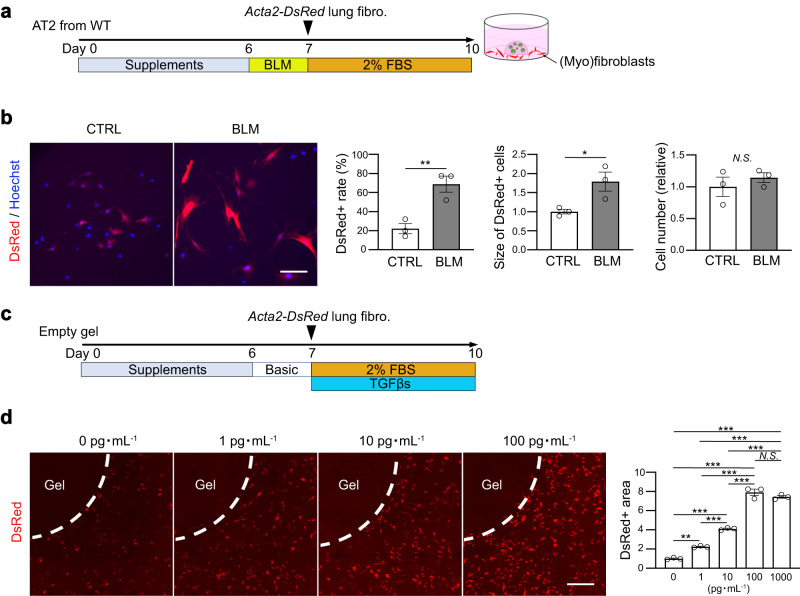
Fluorescence reporter system for differentiating myofibroblasts activated by profibrotic alveolar organoids. **a** Diagram of co-culture using AOs from wild-type (WT) mice with primary lung fibroblasts from *Acta2-DsRed* mice. **b** Representative images of co-cultured (myo)fibroblasts (scale bar: 100 μm) and quantification of the number and the relative size of DsRed^+^ myofibroblasts and the relative number of total fibroblasts around the AO-containing gel. Data represent the mean ± SEM of results obtained from three independent mice. *P < 0.05, **P < 0.01 (unpaired, two-tailed Student’s *t* test). **c** Diagram of sensitivity analysis using *Acta2-DsRed* lung fibroblasts using mixed TGF-β1/β2/β3. **d** Representative images of (myo)fibroblasts (scale bar: 1 mm) and quantification of the relative DsRed^+^ area around the gel. Data represent the mean ± SEM of results obtained from three independent mice. **P < 0.01, ***P < 0.001 (one-way analysis of variance with Bonferroni correction).

### Profibrotic significance of p53 signaling in AT2-lineage cells

To explore the cell signaling pathways that enforce the profibrotic state of AT2 cells downstream of DNA damage, we performed bulk RNA-seq of BLM-treated and non-treated alveolar organoids from four independent mice. Pathway analysis revealed that the p53 signaling pathway, which is a well-known stress response pathway regulating cellular senescence, cell cycle arrest, and apoptosis was markedly enriched in BLM-treated organoids (Fig. 3a, b). Treatment with BLM impeded organoid growth, with more apoptotic cells and fewer proliferative cells (Supplementary Fig. 3a–d). In contrast, canonical AT2 or AT1 markers, such as *Sftpc*, *Abca2*, *Pdpn*, and *Hopx*, decreased, suggesting that the cell state of AT2 cells is altered by DNA damage (Fig. 3b). The expression of the *Trp53* gene was not changed; however, the p53 protein level and its acetylated form increased in BLM-treated organoids (Fig. 3c), suggesting the activation of p53 signaling. These damaged organoids were well stained with p21^Waf1/Cip1^ and senescence-associated β-galactosidase, although other major senescent markers, such as p16^INK4A^ and p19^ARF^, were not increased (Fig. 3c–e and Supplementary Fig. 3e). Taken together, the stress of DNA damage in AT2-lineage cells could stimulate the p53 signaling pathway via post-translational modifications and enforce the senescence state of AT2 cells.

**Fig. 3:**
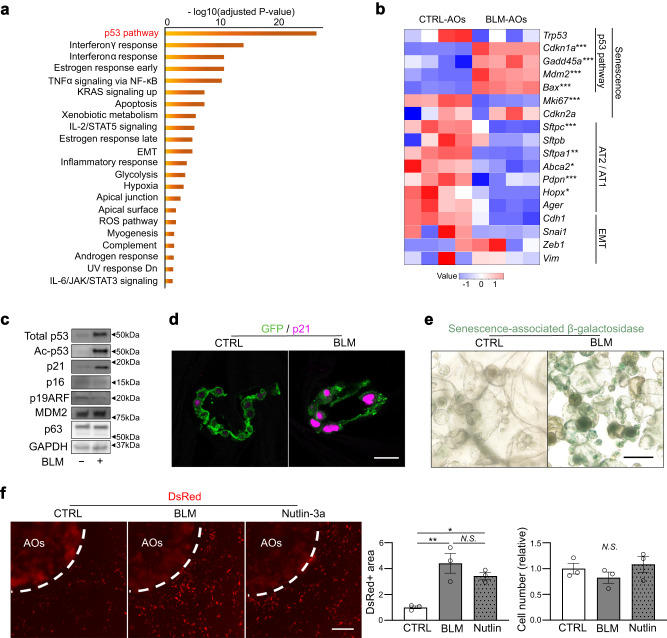
BLM treatment activates the p53 pathway and profibrotic cellular senescence phenotype in alveolar organoids. **a** Enriched pathways of bulk RNA-seq data of BLM-treated AOs using “MSigDB Hallmark 2020”. A total of 2677 genes that were significantly upregulated in BLM-AOs (compared to CTRL-AOs) were evaluated. Data were obtained from four independent Tamoxifen-treated *Sftpc*^*CreERT2*^*: Rosa26*^*mTmG*^ mice. The names of upregulated genes and normalized CPM values are included in Supplementary Data 2. *P* values are evaluated using the Fisher’s exact test that assumes a binomial distribution and independence for probability of any gene belonging to any set. **b** Heatmap visualization of selected genes (senescence-, cell lineage-, and epithelial-mesenchymal transition [EMT]-related genes) via bulk RNA-seq of CTRL- and BLM-AOs. *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001 (Benjamini-Hochberg method). **c** Representative images of protein expression of CTRL- and BLM-AOs via western blotting for total p53, acetylated p53 (Lys379), p21^Waf1/Cip1^, p16, p19^ARF^, MDM2, p63, and GAPDH. The samples were derived from the same experiment and gels/blots were processed in parallel. **d** Representative images of AO sections stained with anti-GFP and anti-p21 antibodies (scale bar: 20 μm). **e** Representative images of AOs stained with senescence-associated β-galactosidase (scale bar: 200 μm). **f** Representative images of co-cultured (myo)fibroblasts using AOs (from wild-type mice) treated with BLM (100 μM, 24 h) or Nutlin-3a (2 μM, 24 h) (*scale bar: 1* *mm*), quantification of the relative DsRed^+^ area around the AO-containing gel, and the relative number of total fibroblasts. Data represent the mean ± SEM of results obtained from three independent mice. *P < 0.05, **P < 0.01 (one-way analysis of variance with Bonferroni correction).

Recently, the role of p53 signaling in AT2-lineage cells for fibrosis development has been proposed^15,20^; however, the mechanism underlying fibroblast-to-myofibroblast differentiation induced by p53-active AT2 cells remains elusive. We first used alveolar organoids cultured with Nutlin-3a, a chemical activator of p53 signaling, instead of BLM for 24 h, and subsequently co-cultured with *Acta2-DsRed* lung fibroblasts for the lung fibrosis model (Fig. 3f). Notably, an increase in the DsRed-positive area, but not in the cell number, surrounding Nutlin-3a-treated organoids was detected, similar to that of BLM-treated ones, suggesting that activation of the p53 signaling pathway is sufficient for profibrotic AT2 cells. To confirm the profibrotic role of p53 in vivo, we generated BLM-induced lung fibrosis model animals using an AT2-specific p53 conditional knockout mouse line, *Sftpc*^*CreERT2*^*; Trp53*^*flox/flox*^*; Rosa26*^*mTmG*^ (hereafter p53-cKO). As expected, p53-cKO mice were more resistant to BLM-induced lung fibrosis than the control, showing less body weight loss (Supplementary Fig. 4a), less collagen deposition, and milder mCT-based fibrotic changes on day 21 (Fig. 4a, b). Immunostaining for α-smooth muscle actin (αSMA, encoded by *Acta2*), GFP (AT2-lineage cells), and p21^Waf1/Cip1^ (a senescence marker) showed fewer αSMA^+^ myofibroblasts and p21^+^GFP^+^ cells in the mutant lungs on day 7, suggesting that p53-cKO mice are resistant to the induction of fibroblast-to-myofibroblast differentiation and cellular senescence in AT2-lineage cells (Fig. 4a, b). We further performed ex vivo BLM-treated lobe culture and found that *Acta2* gene expression was suppressed in p53-cKO lobes compared to that in the control, indicating that resistance to fibrosis in the mutant is not related to immune cells (Supplementary Fig. 4b). To directly demonstrate that p53-null AT2 cells are not profibrotic even after BLM treatment, alveolar organoid culture was performed using p53-null AT2 cells isolated from lungs of p53-cKO mice. *Acta2*-reporter activity was remarkably suppressed by p53 ablation in AT2 cells despite considerable DNA damage due to BLM (Fig. 4c, d). These data demonstrate that p53 signaling in AT2-lineage cells plays an indispensable role in fibroblast-to-myofibroblast differentiation by regulating the interaction of AT2-lineage cells with lung fibroblasts.

**Fig. 4:**
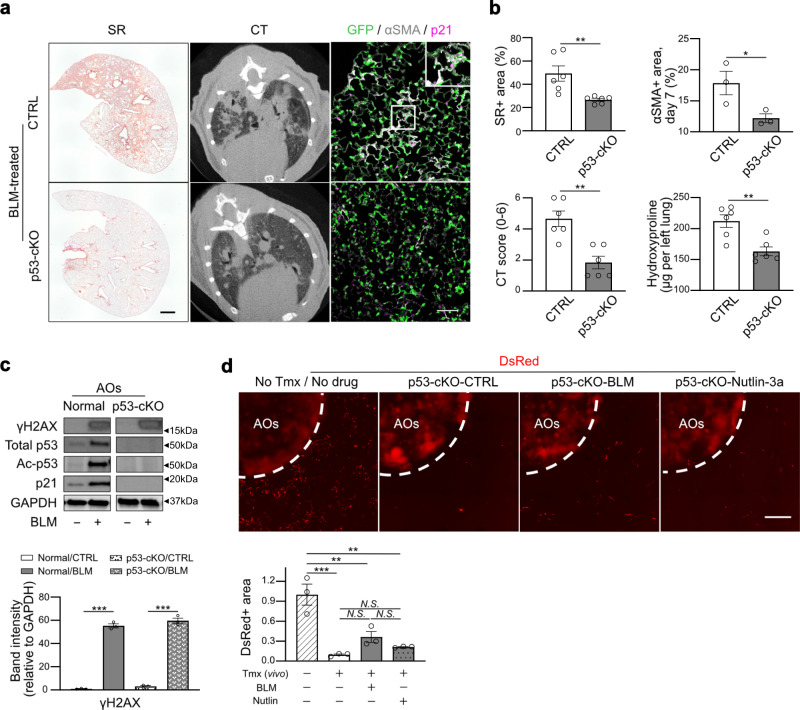
Profibrotic significance of p53 signaling in AT2(-lineage) cells. **a** Representative images of the lung sections for Sirius Red (SR) staining (scale bar: 1 mm), lung mCT, and lung sections stained with anti-GFP, anti-p21, and anti-αSMA antibodies (scale bar: 100 μm). *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice (CTRL) and *Sftpc*^*CreERT2*^*; Trp53*^*flox/flox*^*; Rosa26*^*mTmG*^ mice (p53-cKO) were treated with BLM. **b** Quantification of SR staining (day 21, *n* = 6), mCT (day 21, *n* = 6), αSMA^+^ area (day 7, *n* = 3), and hydroxyproline in the left lungs (day 21, *n* = 6). Data represent the mean ± SEM of results obtained from three or six independent mice. *P < 0.05, **P < 0.01 (unpaired, two-tailed Student’s *t* test). **c** Representative images of the protein expression of AOs from *Sftpc*^*CreERT2*^*; Trp53*^*flox/flox*^*; Rosa26*^*mTmG*^ mice (p53-cKO) via western blotting for total p53, acetylated p53, p21, γH2AX, and GAPDH. The lanes were run on the same gel but were noncontiguous. The samples were derived from the same experiment and gels/blots were processed in parallel. The lower graph is the quantification of γH2AX expression. For p53 and p21, no bands were detected in p53-cKO-derived AO. Data represent the mean ± SEM of results obtained from three independent mice. ***P < 0.001 (unpaired, two-tailed Student’s *t* test). **d** Representative images of co-cultured (myo)fibroblasts using p53-cKO AO treated with BLM (100 μM, 24 h) or Nutlin-3a (2 μM, 24 h) (scale bar:1 mm) and quantification of the relative DsRed^+^ area around the AO-containing gel. Data represent the mean ± SEM of results obtained from three independent mice. **P < 0.01, ***P < 0.001 (one-way analysis of variance with Bonferroni correction).

It has been suggested that Sirtuin, a histone deacetylase, may be involved in susceptibility to lung fibrosis^21,22^. As SIRT1 is a negative regulator of p53 and as we observed a marginal decrease in SIRT1 protein levels in BLM-treated alveolar organoids (Supplementary Fig. 4c), we generated AT2-specific *Sirt1* conditional knockout and overexpression mouse lines (*Sftpc*^*CreERT2*^*; Sirt1*^*flox/flox*^ and *Sftpc*^*CreERT2*^*; Rosa26*^*CAG-LSL-Sirt1-P2A-eGFP*^) (Supplementary Fig. 4d, e). To evaluate the role of SIRT1 in AT2-lineage cells during lung fibrosis, we intratracheally administered BLM to these mice. However, neither knockout nor overexpression of *Sirt1* influenced the severity of the lung fibrosis phenotype (Supplementary Fig. 4f), suggesting that SIRT1 in AT2-lineage cells is dispensable in the pathogenesis of BLM-induced lung fibrosis.

### TGF-β-positive feedback loop in AT2- lineage cell is crucial for lung fibrogenesis

To identify the secretion factors expressed downstream of p53 signaling in AT2-lineage cells that directly induce fibroblast-to-myofibroblast differentiation, we evaluated the expression of senescence-associated secretory phenotype (SASP) factors^23,24^ in alveolar organoids two days after BLM treatment (culture day 9). We found that compared to BLM-treated normal alveolar organoids, BLM-treated p53-null organoids showed reductions in several SASP genes: *Tgfb1*, *Tgfb2*, *Tgfb3*, *Ccn2* (a gene of CTGF), *Pdgfa*, *Pdgfb*, *Vegfa*, *Vegfc*, *Csf2*, *Cxcl12*, and *Ccl3* (Fig. 5a). To validate the profibrotic capacity of these factors, we cultured *Acta2-DsRed* lung fibroblasts with recombinant proteins (10 ng/mL each). We found that only TGF-β isoforms (β1, β2, and β3) upregulated *Acta2* and *Col1a1*, although the expression of *Cthrc1*, another myofibroblastic marker^25^, was enhanced by CTGF, PDGF, and TGF-β isoforms (Supplementary Fig. 5a). Using a BLM-induced lung fibrosis model, we confirmed increased gene expression of all TGF-β isoforms in AT2-lineage cells in vivo using PLISH, a single molecular RNA in situ hybridization^26^ (Fig. 5b). Given that integrin αVβ6 activates latent TGF-β1 and -β3^27,28^, we evaluated the ratio of integrin αVβ6^+^ cells in AT2-lineage cells using FACS. This quantitative analysis determined that 20% of AT2-lineage cells expressed αVβ6 even on day 0, and increased to 50% on day 7, which was validated using mean fluorescence intensity analysis (Fig. 5c and Supplementary Fig. 5b). qRT-PCR also confirmed BLM or Nutlin-3a-induced increases in the expression of TGF-β isoforms and integrins in wild-type alveolar organoids and non-significant changes in p53-null alveolar organoids (Supplementary Fig. 5c, d). Based on these observations, we expected that p53 signaling activates latent TGF-β in AT2-lineage cells by increasing their integrin αVβ6 expression. To test this hypothesis, we aimed to inhibit fibroblast-to-myofibroblast differentiation in our culture assay by adding a neutralizing antibody against integrin αVβ6. The neutralizing antibody successfully suppressed *Acta2*-reporter activity (Fig. 5d). These data are consistent with a previous study on Sin3a-cKO mice, in which p53-enriched AT2-lineage cells show upregulation of *Tgfb1*, *Tgfb3*, *Itgav*, and *Itgb6* (Supplementary Fig. 5e)^15^.

**Fig. 5:**
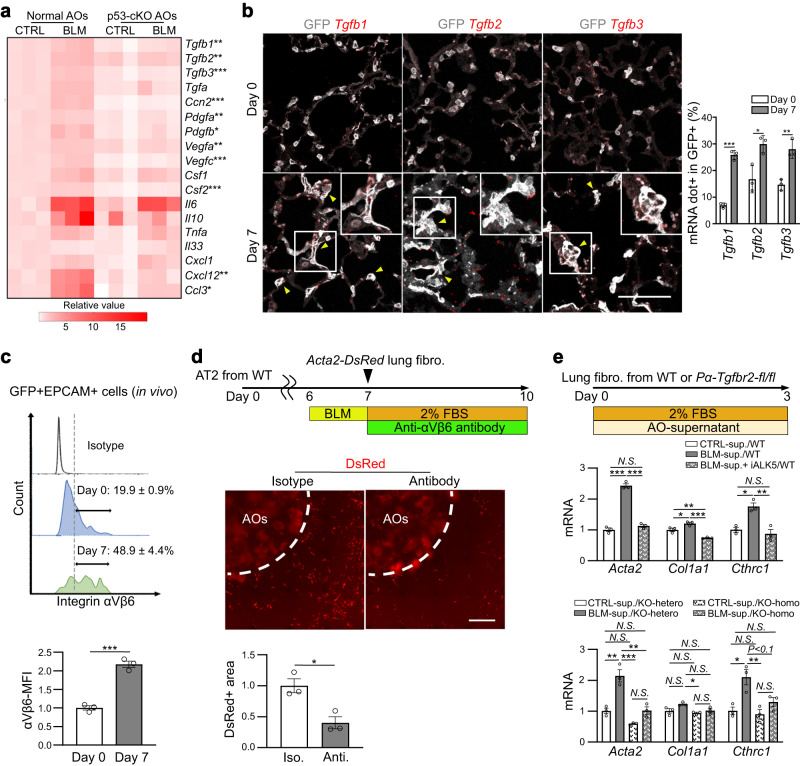
TGF-β-related genes in BLM-treated AT2-lineage cells exclusively contribute to myofibroblast differentiation within SASP factors. **a** Heatmap visualization of mRNA expression of SASP factors evaluated by qRT-PCR using normal AOs from *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice and p53-cKO AOs from *Sftpc*^*CreERT2*^*; Trp53*^*flox/flox*^*; Rosa26*^*mTmG*^ mice. AOs were treated with 100 μM BLM for 24 h, and harvested on culture day 9. Data were obtained from three independent mice. *P < 0.05, **P < 0.01, ***P < 0.001 compared between BLM-treated normal AOs and BLM-treated p53-cKO AOs (unpaired, two-tailed Student’s *t* test). **b** Representative images of lung sections for in situ hybridization and quantification using *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice on days 0 and 7 after BLM injection in vivo. Yellow triangles indicate mRNA-dot-positive GFP^+^ AT2-lineage cells. Data represent the mean ± SEM of results obtained from three independent mice. *P < 0.05, **P < 0.01, ***P < 0.001 (unpaired, two-tailed Student’s *t* test). (scale bar: 100 μm). **c** FACS panels with quantification of mean fluorescence intensity (MFI) for integrin αVβ6 using GFP^+^ AT2-lineage cells (days 0 and 7, in vivo). Data represent the mean ± SEM of results obtained from three independent mice. ***P < 0.001 compared to day 0 (unpaired, two-tailed Student’s *t* test). **d** Experimental set-up, representative images of co-cultured AOs and myofibroblasts (scale bar: 1 mm), and quantification of the relative DsRed^+^ area around the AO-containing gel using normal AOs treated with BLM (100 μM, 24 h) and subsequently with a neutralizing antibody against integrin αVβ6 (100 μg mL^−1^, 72 h). Data represent the mean ± SEM of results obtained from three independent mice. *P < 0.05 (unpaired, two-tailed Student’s *t* test). **e** Diagram of the experiments and comparison of mRNA expression levels by qRT-PCR for primary lung fibroblasts. Lung fibroblasts were isolated from wild-type mice (*upper panel*) or tamoxifen-treated transgenic mice (*lower panel*): *Pdgfra*^*CreERT2*^*; Tgfbr2*^*flox/flox*^ *or Pdgfra*^*CreERT2*^*; Tgfbr2*^*flox/+*^. These fibroblasts were treated with culture supernatants from normal AOs that were pre-treated with BLM (100 μM, 24 h) and then cultured for the next 72 h. Data represent the mean ± SEM of results obtained from three independent mice. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way analysis of variance with Bonferroni correction).

To elucidate whether TGF-β signaling plays an exclusive role in fibroblast-to-myofibroblast differentiation in our alveolar organoid culture, we inhibited TGF-β signaling in lung fibroblasts using pharmacology and genetics. Lung fibroblasts were incubated with culture supernatants collected from the BLM-treated alveolar organoids. We found that the increase in the expressions of myofibroblast-related genes by the BLM-treated organoid supernatant was suppressed by the addition of SB431542, an ALK5 inhibitor (Fig. 5e). We further prepared Tgfbr2-null lung fibroblasts from *Pdgfra*^*CreERT2*^*; Tgfbr2*^*flox/flox*^ mice and cultured them with BLM-treated organoid supernatants. Consistent with the pharmacological assay, Tgfbr2-null lung fibroblasts did not respond to the supernatant (Fig. 5e). Furthermore, to evaluate additional BLM-treated AT2-derived profibrotic factors, we cultured fibroblasts and treated with organoid supernatant with or without low-dose TGF-βs (10 pg mL^−1^). As shown in Supplementary Fig. 5f, only additive, but not synergistic, changes in the expressions of myofibroblast-related genes were observed.

A time lag between p53 activation (day 7) and upregulation of profibrotic TGF-β-related genes (day 9) prompted us to evaluate whether TGF-β isoforms and integrins are direct targets of p53. Therefore, we performed ChIP-seq analysis using an anti-p53 antibody for BLM-treated alveolar organoids to determine the direct targets of p53. 

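Chromatin immunoprecipitation with an antibody to p53, followed by sequencing (ChIP-seq), was carried out on alveolar organoids grown from AT2 cells of wild-type mice. The organoids were treated with vehicle (CTRL, 2 libraries) or with 100 μM BLM (2 libraries) for 24 h, from culture day 6 to day 7. The authors called peaks in each library on its own, and deposited for each peak its position, its fold enrichment over the local background and the −log10 of its q-value. They also deposited a list of 915 regions with higher p53 binding in BLM than in CTRL organoids and a table that assigns these regions to genes. The lists hold no read counts, so the sequencing depth of the libraries is unknown. The lowest −log10 q in any list was just above 2. The positions are those of GRCm39, judged from the name of an unplaced contig in the lists. The authors' peak lists held 50430 and 48743 peaks in the CTRL libraries and 39577 and 41451 in the BLM libraries. The mean number of peaks was 49587 ± 1193 (SD, n = 2) in CTRL and 40514 ± 1325 (SD, n = 2) in BLM, a difference larger than the spread between replicates. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so no such test was used. The peaks covered 20.6 and 19.4 Mb in the CTRL libraries and 14.0 and 14.5 Mb in the BLM libraries, with median widths of 330 and 322 bp against 281 and 279 bp. A fold enrichment is the authors' own value for a peak, and peaks were ranked by it only within their own list. Peaks of different libraries were counted as shared when they overlapped by at least 1 bp. Of the peaks of the CTRL libraries, 79.5 and 83.0% overlapped a peak of the other CTRL library, and 64.7 to 68.2% overlapped a peak of a given BLM library. Of the peaks of the BLM libraries, 79.5 and 75.9% overlapped a peak of the other BLM library, and 82.8 to 85.7% overlapped a peak of a given CTRL library. A BLM peak was thus shared with a CTRL library, whose lists are longer, more often than with the other BLM library. The mean over both directions was 81.3% for the CTRL pair, 77.7% for the BLM pair and 75.4% between conditions. The share of covered bases held in common (Jaccard index) was 0.597 for the CTRL pair, 0.544 for the BLM pair and 0.491 to 0.507 for the pairs of 1 CTRL and 1 BLM library. Requiring an overlap of at least 50% of the shorter peak moved these means most among the alternatives for the BLM pair, to 75.4%.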

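The authors' deposited table assigns 5 BLM-enriched regions to *Cdkn1a*, which encodes the cell cycle inhibitor p21. In the authors' deposited table these regions lie 14722 and 2830 bp upstream of the transcription start site (TSS) and 735, 3585 and 6917 bp downstream of it. The region 2830 bp upstream spans 29309717 to 29310116 on chromosome 17 of GRCm39. In the BLM libraries the peak over this region had a fold enrichment of 86.8 in replicate 1 and 103 in replicate 2, which ranked 9 among the 39577 peaks and 2 among the 41451 peaks of these lists. In the CTRL libraries a peak was also called there, with a fold enrichment of 14.2 (rank 6426 of 50430) and 17.1 (rank 3325 of 48743). The region 14722 bp upstream in the authors' deposited table was among the highest peaks of every library, at percentile 99.92 and 99.89 of the CTRL lists and 99.89 and 99.96 of the BLM lists. Within 10 kb of the TSS, 5 and 4 peaks were called in the CTRL libraries and 6 and 5 in the BLM libraries. The regions 3585 and 6917 bp downstream in the authors' deposited table were called in both BLM libraries and in neither CTRL library. Within 2 kb of the TSS, 3 peaks were called in each CTRL library and 2 in each BLM library, where the peak over the TSS was 2798 and 2704 bp wide. Of a panel of 18 established p53 target genes, including *Mdm2*, *Bax*, *Bbc3* and *Ccng1*, 16 have an assigned region, and for all 16 the nearest lies within 5 kb of the TSS in the authors' deposited table. The other 2, *Perp* and *Polk*, have none.

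**Figure D1:**
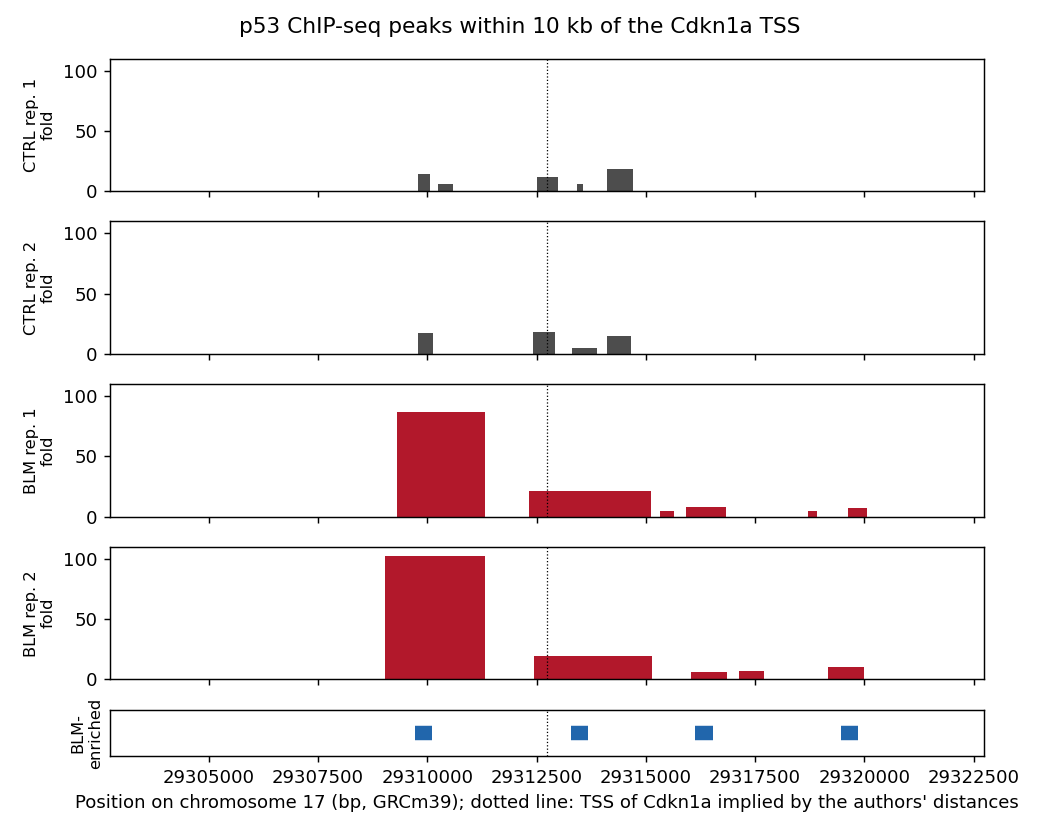
p53 ChIP-seq peaks within 10 kb of the *Cdkn1a* TSS in the 4 libraries. Each bar spans 1 peak along chromosome 17 (GRCm39, in bp) and its height is the authors' fold enrichment in that library. The lowest row marks the BLM-enriched regions. The peak about 2830 bp upstream of the TSS reached 86.8 and 103 in the BLM libraries and 14.2 and 17.1 in the CTRL libraries. Within its own list its percentile was 99.98 and 99.998 in BLM and 87.2 and 93.2 in CTRL. Heights in different libraries may not be on the same scale, since the depth is unknown.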

We observed peaks upstream p53 target genes, such as *Cdkn1a* (Fig. 6a). However, there were no apparent differences between control- and BLM-treated-alveolar organoids in the binding of p53 to TGF-β isoforms and integrins (Fig. 6a), suggesting that p53 does not directly induce these profibrotic factors. However, the direct p53 target genes identified by our ChIP-seq analysis included several TGF-β-related genes (Fig. 6b). 

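No BLM-enriched region is assigned to *Tgfb1*, *Tgfb2*, *Tgfb3* or *Itgav* in the authors' deposited table, and none of these 4 genes is in Supplementary Data 4. By the rule of the assignment, a region from 5 kb upstream to 1 kb downstream of a TSS always goes to that gene, so none of the enriched regions in that table lay in this interval of the 4 genes. By the RefSeq annotation of GRCm38.p6, the protein-coding neighbours are *B9d2* and *Ccdc97* for *Tgfb1*, *Lyplal1* and *Rrp15* for *Tgfb2*, *Ttll5* and *Ift43* for *Tgfb3*, and *Zc3h15* and *Fam171b* for *Itgav*. The number of these neighbours in the authors' deposited table was 0 for each of the 4 genes. For *Itgb6*, the authors' deposited table gives 1 BLM-enriched region, 153523 bp upstream of the TSS, at 60657379 to 60657778 on chromosome 2 of GRCm39. It was called in both BLM libraries, with a fold enrichment of 11.4 (percentile 87.2 of the list) and 9.68 (percentile 78.4), and in neither CTRL library. The same region is assigned to *Rbms1*, 54204 bp from its TSS, in the authors' deposited table. *Itgb6* is not among the 329 genes that the paper lists as also upregulated in RNA-seq. Gene positions on GRCm39 were not used here, so the peaks of each library over these genes were not analysed here. From tracks over these genes (Fig. 6a), the paper proposes that p53 does not directly induce the TGF-β isoforms and integrins.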

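The Source Data of Fig. 6b list 13 genes under TGF-beta Signaling, with the paper's adjusted p of 0.000994, and all 13 are in the authors' deposited table. Nearly all BLM-enriched regions were called in both BLM libraries, and so was the nearest region of each of the 13 genes. It was called in neither CTRL library for 6 genes, in 1 CTRL library for 3 and in both for 4. The median distance from TSS to region over the 13 genes was 51787 bp in the authors' deposited table. Only *Nog* has a region within 5 kb, 1367 bp upstream of its TSS in the authors' deposited table. For 6 of the 13 genes the nearest region lies within 50 kb. *Smad3* and *Smad6* are assigned the same region on chromosome 9, 138594 and 125471 bp from their respective TSS in the authors' deposited table. Of the peaks of these genes, the highest by rank within both BLM lists were those of *Ctnnb1*, 14148 bp upstream in the authors' deposited table, at percentile 99.83 and 99.93, and *Sptbn1*, 51787 bp upstream, at percentile 99.68 and 99.72. The *Ctnnb1* region was also called in both CTRL libraries (percentile 99.70 and 98.60), and the *Sptbn1* region in neither. Of the 13 genes, *Ltbp2*, *Rab31* and *Tgif1* are among the genes that the paper lists as also upregulated in RNA-seq. The same Source Data list 41 genes under p53 Pathway, with the paper's adjusted p of 3.04e-08. Over these 41 genes the median distance was 2146 bp in the authors' deposited table, 26 of them have a region within 5 kb, and 32 are also upregulated. The gene sets were not used here, so the enrichment was not recomputed.

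**Figure D2:**
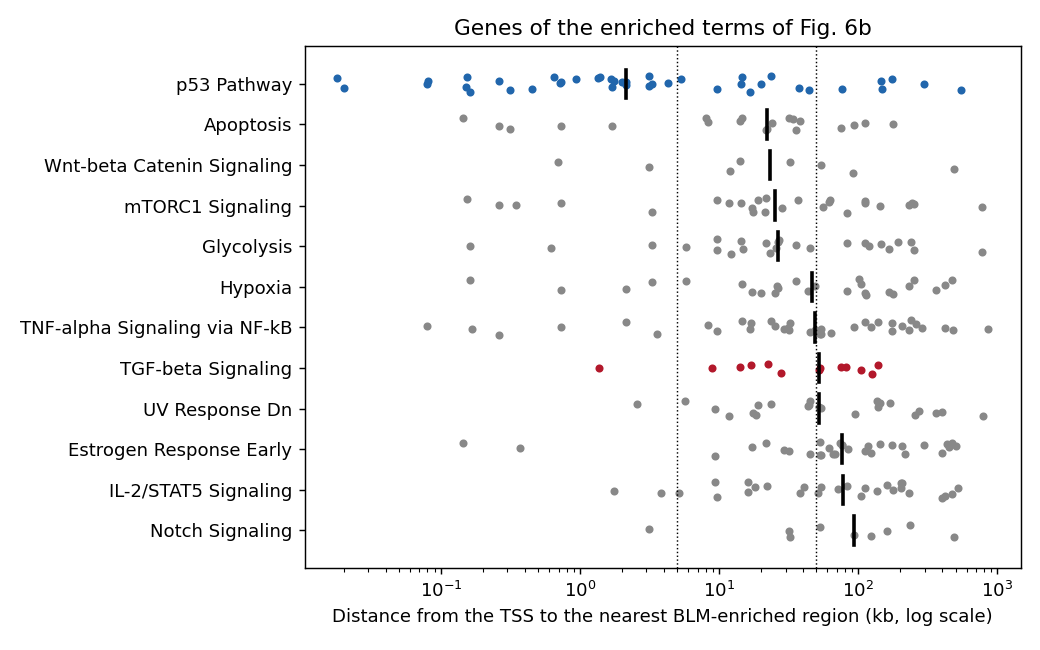
Distance in kb (log scale) from the TSS to the nearest BLM-enriched region for the genes of each enriched term of Fig. 6b. Each point is 1 gene, black bars are medians, and dotted lines mark 5 and 50 kb. The median was 2146 bp for p53 Pathway (blue) and 51787 bp for TGF-beta Signaling (red).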

We identified 329 genes that were the direct targets of p53 and upregulated in our RNA-seq data, including genes that have been reported to have a potential to activate TGF-β signaling, such as *Areg*^29^, *Cdkn1a*^30^, *Ltbp2*^31^, *Pdgfc*^32^, and *Tgfa*^33^ (Fig. 6c and Supplementary Data 4). These data suggest that p53 indirectly upregulates profibrotic factors by inducing these candidate factors.

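All 329 genes that Supplementary Data 4 lists as also upregulated in RNA-seq are in the authors' deposited table, where they make up 23.1% of the assigned genes. In the authors' deposited table *Areg* has 1 region, 29402 bp upstream of its TSS at 91257857 to 91258256 on chromosome 5 of GRCm39. Its peak had a fold enrichment of 96.0 and 78.2 in the BLM libraries, at percentile 99.99 and 99.96. It was called in the CTRL libraries with 24.7 and 27.1, at percentile 98.74 and 99.29. *Pdgfc* has 1 region 21996 bp downstream of its TSS in the authors' deposited table, on chromosome 3. Its fold enrichment was 71.0 and 45.0 in BLM (percentile 99.93 and 99.80) and 10.6 and 13.0 in CTRL (percentile 74.1 and 84.1). The *Tgfa* region, on chromosome 6, lies 14438 bp upstream in the authors' deposited table. Its fold enrichment was 18.8 and 20.7 in BLM (percentile 98.1 and 98.6) and 14.0 and 9.37 in CTRL (percentile 86.6 and 66.7). With the depth of the libraries unknown, these fold enrichments give no fold change of binding between conditions. The *Ltbp2* region, on chromosome 12, lies 8913 bp downstream of the TSS in the authors' deposited table. It was called only in the BLM libraries, with a fold enrichment of 7.43 and 6.29, at percentile 60.8 and 44.7. In RNA-seq, the paper's fold change of BLM over CTRL is 6.25 for *Cdkn1a*, 3.58 for *Pdgfc*, 2.11 for *Ltbp2* and 1.86 for *Areg* in Supplementary Data 2, of which 1997 rows were read. The value for *Tgfa* was not used here. The upregulated share was compared between genes with a near and a far region. Of 185 genes whose nearest region lies within 5 kb of the TSS, 93 (50.3%) are in the list of 329, against 236 of the other 1240 genes (19.0%). The odds ratio was 4.30 (Fisher's exact test, two-sided, p = 2.89e-18). Genes are not independent replicates here, since 752 regions are assigned to 2 genes each. The odds ratio was lowest, 2.40, when near was taken as within 50 kb (Fisher's exact test, two-sided, p = 1.21e-11). From the overlap of p53-bound and upregulated genes, the paper proposes that p53 raises profibrotic factors indirectly, by inducing factors such as these.

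**Figure D3:**
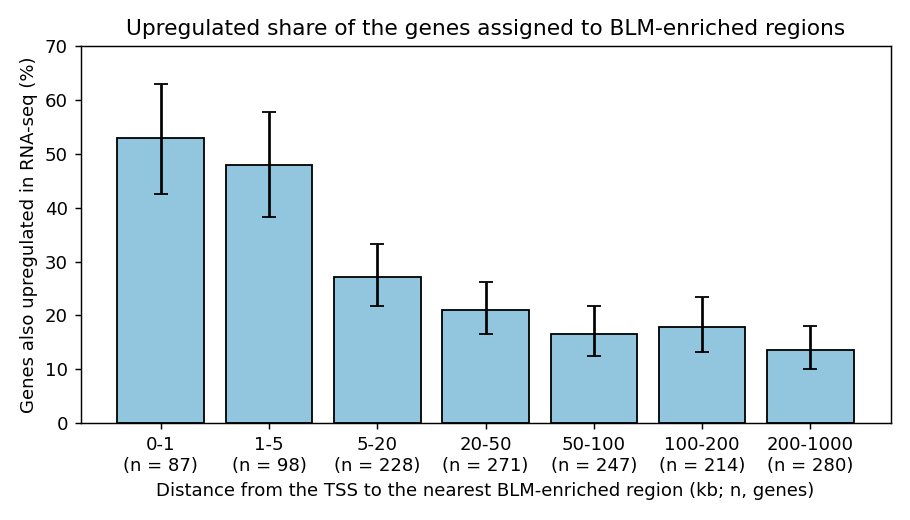
Share of the assigned genes that are also upregulated in RNA-seq (%), by the distance in kb from the TSS to the nearest BLM-enriched region. Bars are shares and error bars 95% Wilson intervals, with the number of genes under each bar. The share fell from 52.9% of 87 genes within 1 kb to 13.6% of 280 genes beyond 200 kb.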

**Fig. 6:**
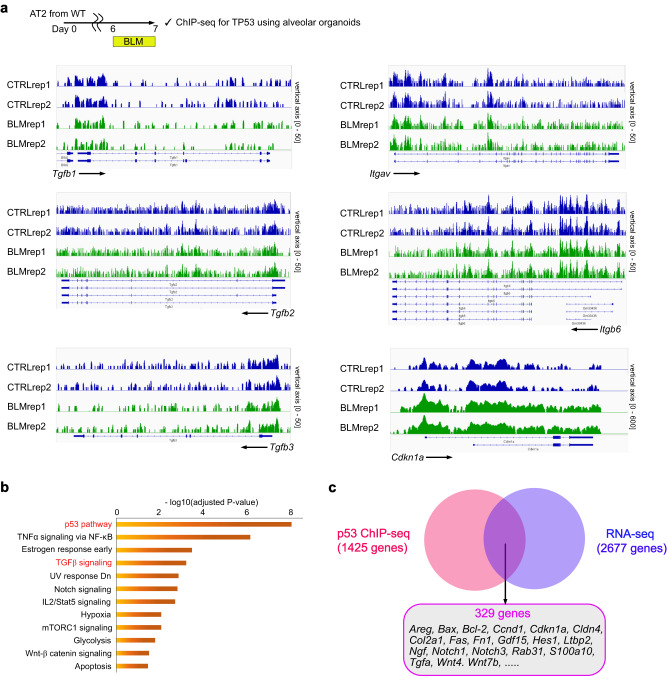
ChIP-seq of BLM-treated alveolar organoids suggests that p53 indirectly induces TGF-β signaling. **a** p53 bindings at TGF-β related genes and *Cdkn1a* (a positive control). **b** Enriched pathways of genes targeted by p53 in BLM-treated alveolar organoids (AOs) analyzed by “MSigDB Hallmark 2020”. A total of 1425 genes that showed significantly higher peaks in BLM-AOs (compared to CTRL-AOs) were evaluated. Data were obtained from two independent wild-type mice. **c** Venn diagram of the genes with higher peaks in ChIP-seq and those with higher mRNA expressions in RNA-seq in BLM-AOs (compared to CTRL-AOs).

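The deposited table of the authors holds 1425 genes, and the same 1425 are in Supplementary Data 4. They are assigned to 909 of the 915 BLM-enriched regions, nearly all of which are 400 bp wide (911 regions). In the BLM libraries a peak overlapped 914 regions in replicate 1 and all 915 in replicate 2. In the CTRL libraries a peak overlapped 348 (38.0%, 95% Wilson interval 34.9 to 41.2%) and 326 of the regions (35.6%, interval 32.6 to 38.8%). A peak was called in all 4 libraries over 280 regions and in both BLM and neither CTRL library over 520. Over the regions with a called peak in a library, the median percentile by fold enrichment within its list was 88.5 and 86.1 in BLM. It was 56.5 and 57.7 in CTRL, where it covers only the 348 and 326 called regions. The medians of the 2 conditions are thus over different sets of regions. The peaks of the 4 libraries were also joined into 63268 regions, without use of the authors' enriched list. Of these joined regions, 26316 were called in all 4 libraries, 1286 in both BLM and neither CTRL library, and 5312 in both CTRL and neither BLM library. With 1 library of each condition on either side, the counts were 978 and 970 for libraries of the same number and 1257 and 716 for the other pairs. With as many of the highest peaks taken from every library as the smallest list holds, 2074 regions were called in both BLM and neither CTRL library and 2563 in the opposite way. The distance from TSS to the nearest BLM-enriched region had a median of 53801 bp in the authors' deposited table. It was at most 5 kb for 185 genes (13.0%), from 5 to 50 kb for 499 (35.0%) and above 50 kb for 741 (52.0%). Restricted to genes with a region within 50 kb, the number of genes was 684.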

### Cell-autonomous TGF-β-positive feedback loop in AT2-lineage cells is crucial for lung fibrogenesis

Next, we investigated whether AT2-lineage cells were targets of TGF-β. We prepared a BLM-induced lung fibrosis model using *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice to trace AT2-lineage cells during the development of fibrosis. Immunostaining showed phosphorylated SMAD2/3 in GFP^+^, Krt8^+^ AT2-lineage cells and αSMA^+^ myofibroblasts (triangles in Fig. 7a and Supplementary Fig. 6a), suggesting that the canonical TGF-β-SMAD pathway is activated in AT2-lineage cells in BLM-induced lung fibrosis. In addition, when using BLM-treated alveolar organoids, we confirmed the accumulation of phosphorylated SMAD2 on western blotting (Fig. 7b). As our feeder-free alveolar organoid assay contained only AT2-derived cells, TGF-β signaling was activated in an autocrine manner. To explore the pathogenic significance of autocrine TGF-β signaling in fibrosis, we generated an AT2-specific *Tgfbr2* conditional knockout mouse line, *Sftpc*^*CreERT2*^*; Tgfbr2*^*flox/flox*^ (hereafter Tgfbr2-cKO), to disturb TGF-β signaling in AT2-lineage cells and prepared a BLM-induced lung fibrosis model. Similar to the phenotype of p53-cKO mice (Fig. 4), Tgfbr2-cKO mice showed resistance to BLM-induced lung fibrosis with less body weight loss (Supplementary Fig. 6b), less deposition of collagen, smaller fibrotic lesion area on day 21, and fewer myofibroblasts on day 7 (Fig. 7c, d), which was consistent with the results of the ex vivo lung-lobe culture (Supplementary Fig. 6c) and a previous report using *Nkx2.1-cre* driver^34^. To observe the interaction between AT2 cells and lung fibroblasts, a co-culture assay was performed using Tgfbr2-null AT2 cells isolated from Tgfbr2-cKO lungs. We found that *Acta2*-reporter activity was comparable between BLM-treated and non-treated organoids of Tgfbr2-null AT2 cells (Fig. 7e), demonstrating that autocrine TGF-β signaling in AT2 cells plays a crucial role in fibroblast-to-myofibroblast differentiation in BLM-induced lung fibrosis. We then investigated whether TGF-β treatment enforces the profibrotic state of AT2 cells. In our alveolar organoid culture for the lung fibrosis model, exogenous TGF-β treatment increased myofibroblast formation (Fig. 7f and Supplementary Fig. 7a) and the expression of TGF-β-related genes including integrins was enhanced in AT2 cells (Supplementary Fig. 7b), which is also observed in other cell types as a TGF-β-integrin crosstalk^35^. However, these genes did not respond to BLM treatment in Tgfbr2-null alveolar organoids (Supplementary Fig. 7c). Furthermore, both an ALK5 inhibitor (SB431542) and a neutralizing antibody for integrin αVβ6 decreased the expression of the profibrotic gene set in BLM-treated wild-type alveolar organoids (Supplementary Fig. 7d). Collectively, TGF-β exposure in AT2 cells enhanced their profibrotic potential by inducing TGF-β-related gene expression, which further activated TGF-β signaling in AT2 cells in an autocrine manner. This autocrine positive-feedback loop of TGF-β signaling could amplify the profibrotic potential of AT2-lineage cells and may be a key cellular system in the development of lung fibrosis. In contrast, we found that treatment of fibroblasts with TGF-βs also resulted in upregulated expression of TGF-β isoforms, particularly *Tgfb1* (Supplementary Fig. 7e), indicating that the TGF-β positive-feedback loop is a common cell response not only in AT2 cells but also in fibroblasts, which may contribute to maintaining the profibrotic state in both cells and accelerate the TGF-β signal interaction even without immune cells.

**Fig. 7:**
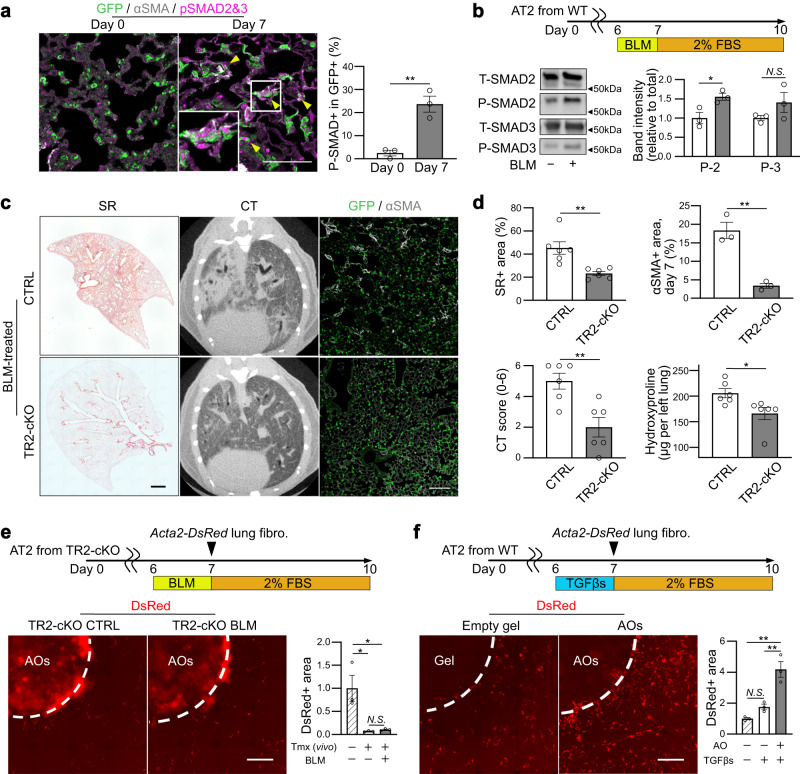
Identification of cell-autonomous TGF-β-positive feedback loop in AT2-lineage cells. **a** Representative images of immunostaining (scale bar: 100 μm) and quantification. Lung sections from BLM-treated *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice were stained with anti-GFP, anti-phosphorylated SMAD (p-SMAD) 2&3, and anti-αSMA antibodies. Triangles indicate p-SMAD2&3^+^GFP^+^ AT2-lineage cells. Data represent the mean ± SEM of results obtained from three independent mice. **P < 0.01 compared to day 0 (unpaired, two-tailed Student’s *t* test). **b** Experimental set-up, representative images of protein expression of AOs via western blotting for total/phosphorylated SMAD2/3, and quantification. The samples were derived from the same experiment and gels/blots were processed in parallel. Data represent the mean ± SEM of results obtained from three independent mice. *P < 0.05 (unpaired, two-tailed Student’s *t* test). The lanes were run on the same gel. **c** Representative images of the lung sections for SR staining (scale bar: 1 mm), lung mCT, and lung sections stained with anti-GFP and anti-αSMA antibodies (scale bar: 100 μm). The *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice (CTRL) and *Sftpc*^*CreERT2*^*; Tgfbr2*^*flox/flox*^*; Rosa26*^*mTmG*^ mice (TR2-cKO) were treated with BLM in vivo. **d** Quantification of SR staining (day 21, *n* = 6), mCT (day 21, *n* = 6), αSMA^+^ area (day 7, *n* = 3), and hydroxyproline in the left lungs (day 21, *n* = 6). Data represent the mean ± SEM of results obtained from three or six independent mice. *P < 0.05, **P < 0.01 (unpaired, two-tailed Student’s t-test). **e** Representative images of co-cultured (myo)fibroblasts using TR2-cKO AO treated with BLM (100 μM, 24 h) (scale bar: 1 mm) and quantification of the relative DsRed^+^ area around the AO-containing gel. Data represent the mean ± SEM of results obtained from three independent mice. *P < 0.05 (one-way analysis of variance with Bonferroni correction). **f** Representative images of co-cultured (myo)fibroblasts using normal AO treated with mixed TGF-β1/β2/β3 (5 pg mL^−1^ each, 24 h) (scale bar: 1 mm) and quantification of the relative DsRed^+^ area around the empty or AO-containing gel. Data represent the mean ± SEM of results obtained from three independent mice. **P < 0.01 (one-way analysis of variance with Bonferroni correction).

### Autocrine TGF-β signaling is sufficient to convert AT2 cells into profibrotic AT2-to-AT1 transition-like cell state

Recently, several groups have reported a unique alveolar epithelial cell state called PATS/DATP/KRT8^+^ transitional cells (hereafter PATS cells), which are an intermediate cell population from the differentiation of AT2 to AT1 cells in the regenerating lung^20,36,37^. PATS cells demonstrate a feature of cellular senescence, including activation of p53 signaling. PATS cells are expected to be involved in lung fibrogenesis because their marker genes largely overlap with the major upregulated genes in the alveolar epithelium of mouse BLM-induced fibrotic lungs and human IPF lungs^20^. However, to date, no direct evidence showing the profibrotic function of PATS/PATS-like cells has been provided. To confirm this, we first examined whether AT2-lineage cells with an activated autocrine TGF-β signaling loop are equivalent to PATS cells. We quantified the expression of PATS- and TGF-β-related genes in integrin αVβ6-positive AT2-lineage cells as TGF-β-signaling-active cells because high expression of integrin αVβ6 can be a hallmark of the signaling loop. These cells were collected from BLM-treated lungs on day 7 and compared with integrin αVβ6-negative cells (Fig. 8a). As expected, most of these genes, including *Cldn4*, *Krt8*, *Tgfb1*, and *Tgfb2*, were upregulated in integrin αVβ6-positive AT2-lineage cells in vivo. Thus, we determined that these integrin αVβ6-positive cells were in the PATS-like cell state. We then assessed whether PATS-like cells also appear in BLM-treated alveolar organoids and play a role in the profibrotic function. Alveolar organoids derived from *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice showed increased expression of PATS- and TGF-β-related genes following BLM treatment, implying that BLM-treated AT2 cells became PATS-like cells (Fig. 8b). In contrast, p53-null alveolar organoids did not show increased expression of these genes, which is consistent with a previous report that p53-cKO within AT2-lineage cells dysregulates the AT2-to-PATS transition during lung regeneration^20^. Additionally, Tgfbr2-null organoids also demonstrated tolerance to the transition into a PATS-like cell state following BLM treatment (Fig. 8b). These observations suggest that p53 and TGF-β signaling in AT2-lineage cells cooperate to induce the PATS-like transitional cell state following DNA damage.

**Fig. 8:**
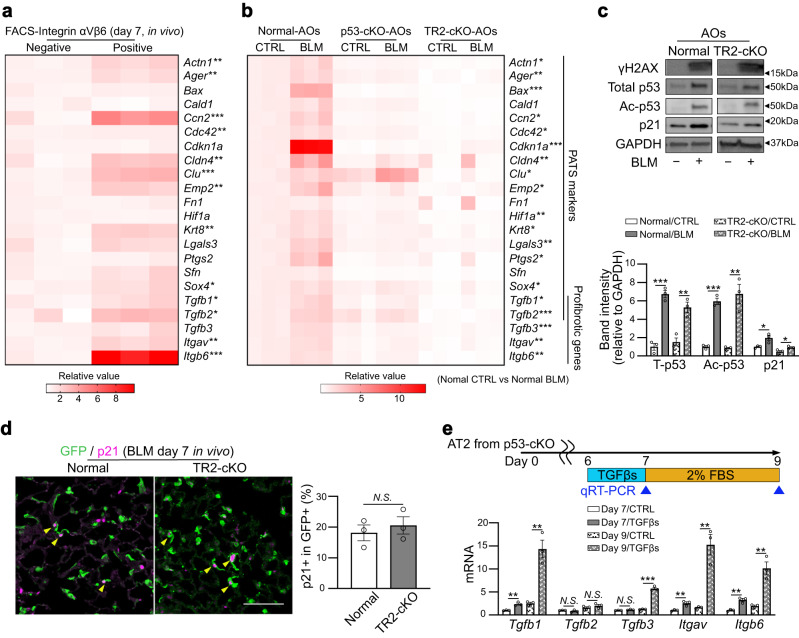
TGF-β signaling activation drives AT2-lineage cells to transit PATS-like transitional state and to acquire profibrotic characters. **a** Heatmap visualization of mRNA expression levels (for PATS-related and profibrotic genes) was performed by qRT-PCR using integrin αVβ6-positive or -negative GFP^+^ AT2-lineage cells isolated from BLM-treated *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mouse lungs (day 7, in vivo). Data were obtained from three independent mice. *P < 0.05, **P < 0.01, ***P < 0.001 (unpaired, two-tailed Student’s *t* test). **b** Heatmap visualization of mRNA expression levels (for PATS-related and profibrotic genes) was performed by qRT-PCR using normal AOs (from *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice), p53-cKO AOs (from *Sftpc*^*CreERT2*^*; Trp53*^*flox/flox*^*; Rosa26*^*mTmG*^ mice), and TR2-cKO AOs (from *Sftpc*^*CreERT2*^*; Tgfbr2*^*flox/flox*^*; Rosa26*^*mTmG*^ mice). AOs were treated with BLM (100 μM, 24 h), and sampling was performed on culture day 9. Data were obtained from three independent mice. *P < 0.05, **P < 0.01, ***P < 0.001 compared between untreated CTRL normal AOs and BLM-treated normal AOs (unpaired, two-tailed Student’s *t* test). **c** Representative images of protein expression of TR2-cKO AOs treated with BLM (100 μM, 24 h) via western blotting for γH2AX, total p53, acetylated p53 (Lys379), p21, and GAPDH. The lanes were run in the same gel but were noncontiguous. The samples were derived from the same experiment and gels/blots were processed in parallel. The lower graph is the quantification. Data represent the mean ± SEM of results obtained from three independent mice analyzed using unpaired two-tailed Student’s *t* test (compared to each control). **d** Representative images of immunostaining (scale bar: 100 μm) and quantification. Lung sections from BLM-treated *Sftpc*^*CreERT2*^*; Rosa26*^*mTmG*^ mice (CTRL) and *Sftpc*^*CreERT2*^*; Tgfbr2*^*flox/flox*^*; Rosa26*^*mTmG*^ mice (TR2-cKO) were stained with anti-GFP and anti-p21 antibodies, respectively. Yellow triangles indicate p21^+^GFP^+^ AT2-lineage cells. Data represent the mean ± SEM of results obtained from three independent mice analyzed using unpaired two-tailed Student’s *t* test. **e** Comparison of mRNA expression levels of TGF-β-related genes evaluated by qRT-PCR using p53-cKO AOs (from *Sftpc*^*CreERT2*^*; Trp53*^*flox/flox*^*; Rosa26*^*mTmG*^ mice). AOs were treated with mixed TGF-β1/β2/β3 (5 ng·mL^−1^ each, 24 h), and sampling was performed on culture days 7 and 9. Data represent the mean ± SEM of results obtained from three independent mice. **P < 0.01, ***P < 0.001 compared between untreated CTRL-AOs and TGF-β-treated AOs in each time point (unpaired, two-tailed Student’s *t* test).

Notably, the expression of profibrotic genes (*Tgfb1*, *Tgfb2*, *Tgfb3*, and *Itgb6*) was further downregulated in Tgfbr2-null organoids compared with that in p53-null organoids following BLM treatment (Supplementary Fig. 8a), implying that autocrine TGF-β signaling is more important than p53 signaling in determining the profibrotic potential. Based on these observations, we hypothesized that the cellular system of autocrine TGF-β signaling with positive feedback in AT2-lineage cells is independent of p53 signaling. To test this hypothesis, we evaluated the activation of p53 signaling in Tgfbr2-null AT2 cells. BLM treatment into Tgfbr2-null alveolar organoids upregulated not only γH2AX but also total p53, its acetylated form, and downstream p21^Waf1/Cip1^ expressions (Fig. 8c and Supplementary Fig. 8b). In vivo, the number of p21^Waf1/Cip1^-expressing AT2-lineage cells in BLM-treated Tgfbr2-cKO mice increased to a level comparable to that of control mice (Fig. 8d). Nevertheless, the expression of the major PATS marker KRT8 was decreased and that of the AT2 marker SFTPC was increased in p21^Waf1/Cip1^-expressing AT2-lineage cells in Tgfbr2-cKO mice (Supplementary Fig. 8c). These results indicate that p53 signaling activation does not convert AT2 cells into profibrotic PATS-like cells in the Tgfbr2-null background. To determine whether exogenous TGF-β is sufficient to make AT2 cells profibrotic even without p53 signaling, p53-null alveolar organoids were incubated with recombinant TGF-βs, and the expression of TGF-β-related genes was examined at culture days 7 and 9. Except for *Tgfb2*, these genes were markedly upregulated by day 9, and *Tgfb1*, *Itgav*, and *Itgb6* showed rapid responses by day 7 (Fig. 8e). In addition, most PATS-related genes, such as *Cldn4* and *Krt8*, were upregulated in TGF-β-treated p53-null alveolar organoids (Supplementary Fig. 8d). Therefore, TGF-β signaling in AT2 cells is sufficient to promote the acquisition of the PATS-like cell state with profibrotic potential via the positive-feedback loop. We determined that p53 signaling is required to activate TGF-β-related gene expression as a trigger; however, it does not contribute to the subsequent autocrine TGF-β signaling loop in AT2(-lineage) cells.

### Profibrotic TGF-β-positive feedback loop is evolutionally conserved in human AT2 cells

Lastly, we developed a human alveolar organoid culture for a lung fibrosis model to validate that p53/TGF-β signaling-active AT2 cells directly induce fibroblast-to-myofibroblast differentiation, even in humans. We collected normal lung tissue from three patients who underwent partial pulmonary resection for suspected early-stage lung cancer with no ILD or emphysema on their presurgical chest CT images. HTII-280^+^ human AT2 cells were sorted and cultured to create alveolar organoids (Fig. 9a). Similar to mouse alveolar organoids, BLM-treated human alveolar organoids showed obvious accumulation of γH2AX, p53, and p21^WAF1/CIF1^ in the nuclei (Fig. 9b) and successfully activated the fluorescent reporter of *Acta2-DsRed* mouse lung fibroblasts (Fig. 9c), suggesting that human alveolar organoids became p53-active and profibrotic following BLM treatment. Reflecting this profibrotic effect, *TGFB1* and *ITGAV* were upregulated in BLM-treated organoids (Fig. 9d). We further analyzed the transcriptome data of lung epithelial cells from patients with IPF deposited by a previous publication^38^, and confirmed p53 signaling enrichment and TGF-β-related gene upregulation (Supplementary Fig. 9a, b). In human lung fibrosis and in vitro culture of human AT2 cells, alveolar-basal intermediates (ABI) (hereafter ABI cells) have been reported as a functionally homologous cell type of PATS-like cells owing to their transcriptome similarity^37,39–41^. We evaluated the markers of ABI-related genes and found that BLM-treated human alveolar organoids showed upregulation of *KRT17*, *TP63*, *SOX9*, and *EPHB2* (Fig. 9d), suggesting the induction of an ABI-like cell state following BLM treatment in AT2-lineage cells. Furthermore, consistent with mouse organoids, incubation with recombinant TGF-βs was sufficient to induce profibrotic human alveolar organoids and to increase fibroblast-to-myofibroblast differentiation (Fig. 9e, f). TGF-β treatment upregulated TGF-β-related genes, *TGFB1*, *ITGAV*, and *ITGB6*, and ABI-related genes, *KRT17* and *EPHB2* (Fig. 9g). However, these organoids were negative for p21^WAF1/CIP1^ staining (Supplementary Fig. 9c), suggesting that TGF-β treatment induced the ABI-like profibrotic cell state in human AT2 cells without p53 signaling activation. Thereafter, we reanalyzed the dataset of single-cell RNA-seq in human IPF lungs^25^ using CellChat algorism to infer cell–cell communication networks based on receptor-ligand interactions^42^. Consistent with our results, lung ABI cells in IPF lungs can be affected by TGF-β signaling in an autocrine manner (Fig. 9h and Supplementary Fig. 9d). These observations suggest an evolutionarily conserved profibrotic function of the TGF-β feedback loop in AT2 cells of mouse and human lung fibrosis.

**Fig. 9:**
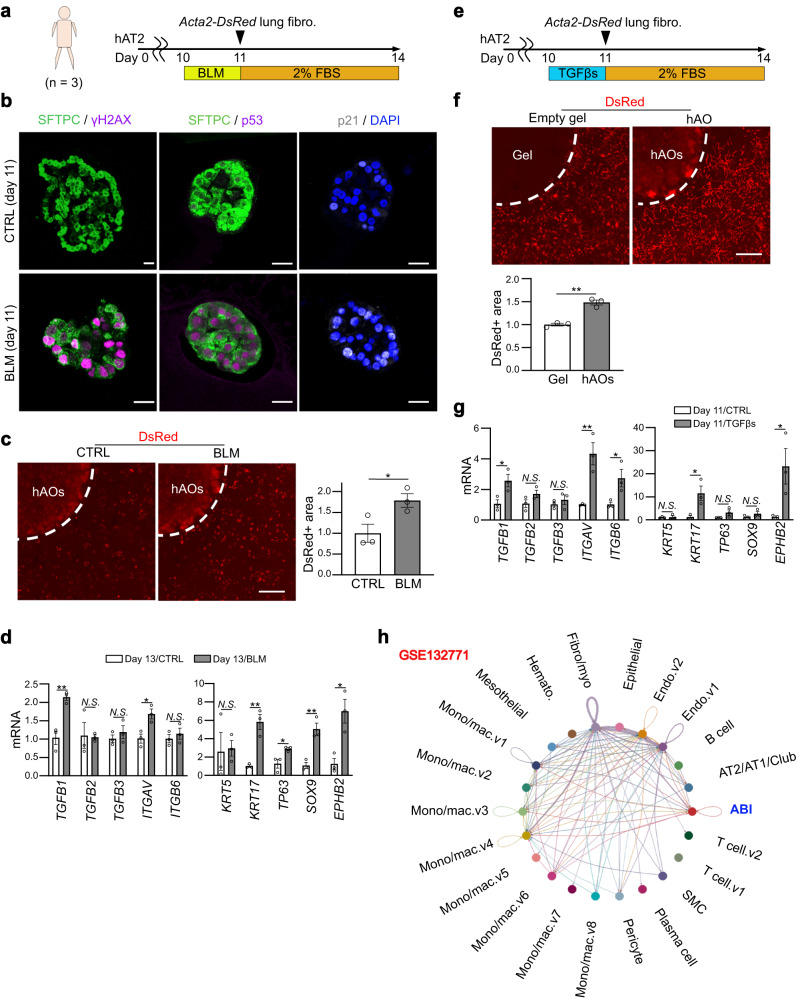
Profibrotic TGF-β-positive feedback loop is evolutionally conserved in human AT2 cells. **a** Diagram of AO culture for the lung fibrosis model using human AT2 cells and primary lung fibroblasts from *Acta2-DsRed* mice. Human lung samples were collected from three subjects. **b** Representative images of sections of hAOs treated with BLM (100 μM, 24 h) on day 11 of culture stained with anti-SFTPC, anti-H2AX, anti-p53, and anti-p21 antibodies, and DAPI (scale bar: 20 μm). For p53 and p21 expressions, an identical sphere is stained. **c** Representative images of co-cultured (myo)fibroblasts treated with BLM (100 μM, 24 h) (scale bar: 1 mm) and quantification of the relative DsRed^+^ area around the hAO-containing gel. Data represent the mean ± SEM of results obtained from three subjects. *P < 0.05 (unpaired, two-tailed Student’s t-test). **d** Comparison of mRNA expression levels evaluated by qRT-PCR in BLM-treated hAOs. Data represent the mean ± SEM of results obtained from three subjects. *P < 0.05, **P < 0.01 (unpaired, two-tailed Student’s *t* test). **e** Diagram of AO culture for the lung fibrosis model using human AT2 cells and primary lung fibroblasts from *Acta2-DsRed* mice. The AOs were treated with a mixture of TGF-β1/β2/β3 (5 ng mL^−1^ each, 24 h). **f** Representative images of co-cultured (myo)fibroblasts using hAOs treated with mixed TGF-β1/β2/β3 (scale bar: 1 mm) and quantification of the relative DsRed^+^ area around the hAO-containing gel. Data represent the mean ± SEM of results obtained from three subjects. **P < 0.01 (unpaired, two-tailed Student’s *t* test). **g** Comparison of mRNA expression levels evaluated by qRT-PCR in TGF-β-treated hAOs. Data represent the mean ± SEM of the results obtained from three subjects. *P < 0.05, **P < 0.01 (unpaired, two-tailed Student’s *t* test). **h** Reanalysis of single-cell RNA-seq data from lung samples isolated from patients with idiopathic pulmonary fibrosis. The interaction of TGF-β signaling between each cell type, including autocrine, was estimated using the CellChat algorithm.

## Discussion

In this study, we aimed to determine the mechanism of non-inflammatory lung fibrogenesis by establishing an ex vivo lung tissue culture assay and an in vitro alveolar organoid model for lung fibrosis to recapitulate fibrogenesis in vitro and exclude the involvement of immune cells. In the alveolar organoid model, we reproduced the epithelial–mesenchymal interaction with the minimum components, AT2 cells and lung fibroblasts, and successfully visualized the epithelial damage-driven fibroblast-to-myofibroblast differentiation process. Our method using primary AT2 cells, which are tissue stem cells of the alveolar epithelium, would be an alternative to other in vitro fibrosis models using pluripotent stem cell-derived AT2 cells^43,44^ and is superior because of its easy approach for in vivo validation with mouse genetics. We demonstrated that DNA damage by BLM activates p53 signaling in AT2 cells to induce TGF-β-related profibrotic gene expression, which initiates a positive-feedback loop for TGF-β signaling within AT2 cells. We propose that the autocrine TGF-β signaling loop is a core cellular system that amplifies the profibrotic character of AT2 cells in non-inflammatory lung fibrogenesis, changing the cell state into PATS-like in mice or ABI-like in humans to enhance the secretion of TGF-β ligands and integrin αVβ6 (Fig. 10).

**Fig. 10:**
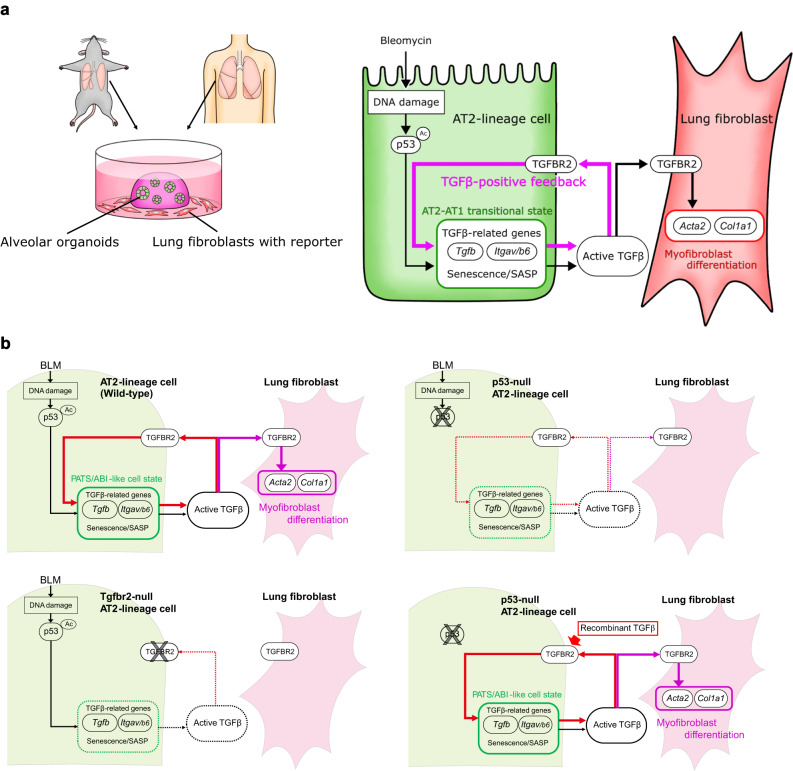
Summary of our findings. **a** DNA damage by BLM activates p53 signaling in AT2 cells to upregulate TGF-β-related profibrotic gene expression, which initiates a positive-feedback loop for TGF-β signaling within AT2 cells. This process directly induces fibroblast-to-myofibroblast differentiation even without immune cells. **b** Cascade schema in each setting (genotype/stimulation): wild-type/BLM; p53-null/BLM; Tgfbr2-null/BLM; p53-null/recombinant TGF-β.

Although anti-inflammatory treatments are ineffective in human IPF^9,45^, the pathogenic involvement of inflammation remains controversial. Several lines of evidence for circulating monocyte-derived alveolar macrophages have been reported in mice. Genetic or pharmacological depletion of circulating monocyte-derived alveolar macrophages can suppress BLM-induced pulmonary fibrosis until day 21^46,47^. Additionally, several studies using the BLM-induced mouse lung fibrosis model suggested that lung macrophages/monocytes can be an origin of TGFβ1 ligand^48,49^. However, in human IPF lungs, bulk RNA-seq data of tissue-resident and monocyte-derived alveolar macrophages showed no obvious upregulation of all isoforms of TGFβ^38^, while the expression of *SPP1* (a gene of osteopontin) was increased, and that could enhance the “TGF-β1-induced” fibroblast-to-myofibroblast differentiation^50,51^. This is supported by the fact that the macrophage depletion could also decrease the severity of the “TGF-β1-induced” lung fibrosis model using an adenoviral vector, in which TGF-β1 ligands are already supplied from infected cells without BLM-induced epithelial DNA damage^46,47^. These previous studies suggest that the major role of monocytes/macrophages in lung fibrosis is to enhance the effect of TGF-β1 ligands in the extracellular space, rather than to produce them. Thus, an initial supply of TGF-β ligands from AT2-lineage cells is an important initiator for lung fibrogenesis, which is also supported by a previous study reporting that the artificial selective expression of TGF-β1 at the alveolar epithelium in ex vivo lung specimens was sufficient to induce IPF-like fibrotic lung pathology^52^. Additionally, we expect that these damaged AT2-lineage cells may induce an inflammatory microenvironment that can further progress the subsequent fibrosis process. This idea is supported by our two findings:1) the timing of AT2 injury preceded that of inflammation (Fig. 1), and 2) RNA-seq and SASP analysis of BLM-treated alveolar organoids showed enrichment of inflammatory signaling, such as interferons, TNFα, and IL-6 (Figs. 3a, 5a).

Cellular senescence of AT2-lineage cells via p53 signaling is involved in lung fibrosis^15,20^; however, there is no direct evidence showing that p53-active AT2 cells directly induce myofibroblast differentiation. In this study, we provided direct evidence that p53-active AT2 cells can activate TGF-β signaling in lung fibroblasts to induce their myofibroblast differentiation. Using Tgfbr2-null alveolar organoids, we showed that AT2 cells possess a positive-feedback system of TGF-β signaling that is indispensable for the expression of TGF-β-related factors under autocrine TGF-β signaling. Notably, exogenous TGF-β was sufficient for inducing profibrotic AT2 cells, even in a p53-null background. This result suggests that p53 signaling is the initiator of TGF-β signaling. Once the TGF-β-positive-feedback loop is activated, the profibrotic characteristic is accelerated without p53 signaling. Consistent with this, even in the stretch-induced lung fibrosis model, AT2-specific knockout of *Tgfbr2* showed a marked anti-fibrotic effect, despite the enrichment of p53 signaling in the AT2-lineage cells (Supplementary Fig. 10a)^19^. Here, we propose that the TGF-β-positive-feedback loop in AT2-lineage cells is a fundamental and critical cellular system in the development of inflammation-independent lung fibrogenesis.

Clinically, pirfenidone and nintedanib are the only options for IPF pharmaceutical treatment; however, the target of these drugs is lung fibroblasts and not epithelial cells^53^. We treated our BLM-treated alveolar organoids with these two drugs and found that they did not suppress myofibroblast differentiation (Supplementary Fig. 10b). As expected, corticosteroid treatment was also ineffective in the co-culture assay. According to our findings, the TGF-β-positive feedback loop in AT2-lineage cells is an important target as a new therapeutic approach for non-inflammatory lung fibrogenesis. However, TGF-β1 knockout mice are known to exhibit systemic inflammation^54^, and systemic administration of an integrin αVβ6-neutralizing antibody was ineffective in a recent clinical trial for IPF^55^. In contrast, the use of neutralizing antibodies targeting only TGF-β2 and/or β3, which can be activated by integrin-independent mechanisms, suppressed mouse BLM-induced lung fibrosis without causing systemic inflammation^56^. In addition, cellular signaling cascades from TGF-β receptors to TGF-β-related gene expression/translation in AT2-lineage cells would be promising therapeutic targets. To apply these TGF-β signaling suppression strategies in clinical practice, organ, cell type, and isoform specificities may be key points for success.

In this study, we could not establish a co-culture system of alveolar organoids with immune cells, such as monocytes. Future studies should evaluate whether co-culturing alveolar organoids with immune cells can further promote myofibroblast formation.

## Methods

Detailed list of the materials used in this study is summarized in Supplementary Data 1 and Supplementary Data 3.

### Mouse lines

All mice (male, 8–12 week-old) were bred and housed in a specific pathogen-free mouse facility at constant temperature (18–23 °C) and humidity (40–60%) in sterilized plastic cages. A 12h-light/12h-dark cycle was used. *Sftpc*^*CreERT2*^ (B6.129S-*Sftpc*^*tm1(cre/ERT2)Blh*^*/*J) (#028054)^57^, *Rosa26*^*mTmG*^ (B6.129(Cg)-*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J) (#007676)^58^, *Tgfbr2*^*flox/flox*^ (B6;129-*Tgfbr2*^tm1Karl/J^) (#012603)^59^, *Acta2-DsRed* (C.FVB-Tg(*Acta2-DsRed*)1Rkl/J) (#031159)^60^, and *Sirt1*^*flox/flox*^ (B6.129-*Sirt1*^*tm3Fwa*^/DsinJ) (#029603)^61^ mice were purchased from The Jackson Laboratory. *Pdgfra*^*creERT2*^ mice were kindly gifted by Dr. Brigid Hogan and Dr. Christina E. Barkauskas^62^. *Trp53*^*flox/flox*^ (C57BL/6N-Trp53<em1Rbrc>) (#RBRC09921) mice were provided from RIKEN-BRC. *Sirt1* conditional overexpression mice (*Rosa26*^*CAG-LSL-Sirt1-P2A-eGFP*^) (Accession No. CDB0120E: https://large.riken.jp/distribution/mutant-list.html) were newly established with CRISPR/Cas9-mediated genome editing in C57BL/6 mice zygotes at RIKEN-BDR as described previously^63^. All mice were maintained on a C57BL/6 background. To label lineage cells, mice were injected with Tamoxifen (0.25 mg per g body weight) in peanuts oil 3 times on alternative days and these mice were used for all experiments three weeks after the last injection.

### Mouse phenotyping and cell preparation

Detailed protocols and procedures for the following methods are summarized in Supplementary Information: Induction of lung fibrosis by intratracheal administration of bleomycin; Assessment of lung mCT; Bronchoalveolar lavage (BAL) of mouse lungs; Preparation of mouse primary cells and FACS sorting; Preparation of human primary AT2 cells; and MACS sorting.

### Culture of alveolar organoids

Sorted AT2 cells (GFP^+^ cells from *Sftpc*^*CreERT2*^*: Rosa26*^*mTmG*^ mouse lung cells or EPCAM^+^MHCII^+^CD31^−^CD45^−^ from wild-type mouse lung cells^64^; HTII-280^+^ in humans^65^) were mixed in culture medium and the equal volume of growth factor-reduced Matrigel (Corning) and 20000 cells per 20 μL gel-containing drops were placed on the bottom of plates. The drops were incubated for 20 min at 37 °C to solidify the gels, and 400 μL or 2 mL of medium was added to each well in 24-well or 6-well plates, respectively. The composition of culture media is described in Supplementary Data 1^66^. Medium was changed every 3 days. Y27632 (10 μM) was included in the medium for the first 3 days of the sorting or passaging to increase cell viability. On day 7 in mice and day 14 in humans, a passage was performed (mouse: 5000 cells per 20 μL gel-containing drop; human: 10000 cells per 20 μL gel-containing drop) and used for experiments from day 6 in mice and day 10 in humans. Before administration of specific drugs or growth factors, washing using DPBS (3 min at room temperature) was performed twice. BLM was used at a concentration of 100 μM. Organoids were imaged using IX83 fluorescent microscope (Olympus). To evaluate organoid sizes, two organoid-containing drops per mouse were quantified. The size of the top 20 spheres in each drop was measured, which was repeated for three independent mice.

### Single-/co-culture of mouse fibroblasts

Sorted primary fibroblasts (PDGFRα^+^EPCAM^-^CD31^-^CD45^-^CD146^-^LYVE1^-^) from mouse lungs were cultured^67^. For single culture in 96-well plates, 2000 cells in 200 μL of a basic medium containing 2% FBS with or without specific drugs, growth factors, or chemokines were used in each well. For co-culture with mouse/human alveolar organoids or empty gel in 24-well plates, 15,000 cells in 350 μL basic medium or equal dose of organoid culture supernatant (both with 2% FBS) were used in each well. Organoid supernatant was collected after centrifugation (1000 g, 10 min). On day 3 of (co-)culture, DsRed fluorescence of the (myo)fibroblasts was imaged with/without staining of Hoechst 33342 (Dojindo). For the live imaging, CellDiscoverer 7 (Carl Zeiss) was used.

### Ex vivo culture of mouse lung lobes

Mice were sacrificed by carbon dioxide and perfused with 5 mL of a saline solution through the right ventricle. After three times of BAL using 0.8 mL sterile PBS, 0.8 mL of BLM (700 μM) or PBS (as a control) was intratracheally injected and the trachea was tied with a string. Then the lobes were incubated for 30 min and the peripheral area was cut into about 5 mm × 5 mm size. The specimens were cultured in a basic medium containing 2% FBS with/without BLM (100 μM) for 24 h. On the next day, the medium was changed into a fresh basic medium containing 2% FBS after washing it with DPBS twice. Sampling was done on days 2 and 12.

### Other methods

Detailed protocols and procedures for the following methods are summarized in Supplementary Information: Bulk RNA-seq of mouse alveolar organoids; Total RNA isolation, cDNA preparation, and quantitative RT-PCR: Preparation of lung or organoid sections; Collagen staining of lung sections and the quantification; Immunohistochemistry; Staining of senescence-associated β-galactosidase; Proximity ligation in situ hybridization (PLISH); Hydroxyproline assay; Western blotting; ChIP-seq; and Reanalysis of datasets of single-cell RNA-seq.

### Statistics and reproducibility

All results are presented as mean ± standard error from a minimum of three independent experiments. Statistical analyses were performed using unpaired Student’s *t* test (two-tailed) for comparisons between two groups or using a one-way analysis of variance with Bonferroni correction for comparisons between more than two groups. The exact *P* values are provided in Source Data file and differences with *P* < 0.05 are considered significant. Experiments for section staining were repeated independently with similar results at least three times. The representative micrograghs are presented in each figure.

### Study approval

We handled the mice in accordance with the ethics guidelines of the institute, and all the experimental procedures using animals have been approved by the Institutional Animal Care and Use Committee of RIKEN Kobe Branch (K2020-020). The use of human lung samples has been also approved by the Institutional Review Board of Kobe University Graduate School of Medicine (B2056707). Informed consent has been obtained from all the patients.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

### Source data

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary materials, including Source Data. The raw images are available in the System Science of Biological Dynamics (SSBD) repository (URL: https://ssbd.riken.jp/repository/288/; 10.24631/ssbd.repos.2023.04.288). Our original sequencing data in this study are available at NCBI GEO under the accession numbers GSE211531 (RNA-seq) and GSE231445 (ChIP-seq). Previously published sequencing data that were reanalyzed are available under the accession number GSE138585^19^. GSE132910^15^, and GSE132771^25^. Source data are provided with this paper.

## References

[1] Raghu G (2018). Diagnosis of idiopathic pulmonary fibrosis. an official ATS/ERS/JRS/ALAT clinical practice guideline. Am. J. Respir. Crit. Care Med..

[2] Travis WD (2013). An official American Thoracic Society/European Respiratory Society statement: update of the international multidisciplinary classification of the idiopathic interstitial pneumonias. Am. J. Respir. Crit. Care Med..

[3] Fujisawa, T. et al. Nationwide cloud-based integrated database of idiopathic interstitial pneumonias for multidisciplinary discussion. *Eur. Respir. J*. **53**, 10.1183/13993003.02243-2018 (2019).10.1183/13993003.02243-2018PMC685380030880283

[4] Sgalla G (2018). Idiopathic pulmonary fibrosis: pathogenesis and management. Respir. Res..

[5] Mei Q, Liu Z, Zuo H, Yang Z, Qu J (2021). Idiopathic pulmonary fibrosis: an update on pathogenesis. Front. Pharm..

[6] Martinez FJ (2017). Idiopathic pulmonary fibrosis. Nat. Rev. Dis. Prim..

[7] Shenderov, K., Collins, S. L., Powell, J. D. & Horton, M. R. Immune dysregulation as a driver of idiopathic pulmonary fibrosis. *J. Clin. Investig.***131**, 10.1172/JCI143226 (2021).10.1172/JCI143226PMC781048133463535

[8] Heukels P, Moor CC, von der Thusen JH, Wijsenbeek MS, Kool M (2019). Inflammation and immunity in IPF pathogenesis and treatment. Respir. Med..

[9] Idiopathic Pulmonary Fibrosis Clinical Research, N. (2012). Prednisone, azathioprine, and N-acetylcysteine for pulmonary fibrosis. N. Engl. J. Med..

[10] Enomoto Y (2014). Features of usual interstitial pneumonia in patients with primary Sjogrens syndrome compared with idiopathic pulmonary fibrosis. Respir. Investig..

[11] Leslie, K. O. & Wick, M. R. *Practical Pulmonary Pathology—A Diagnostic Approach*. (Elsevier Inc., 2011).

[12] Barkauskas CE (2013). Type 2 alveolar cells are stem cells in adult lung. J. Clin. Investig..

[13] Kaur A, Mathai SK, Schwartz DA (2017). Genetics in idiopathic pulmonary fibrosis pathogenesis, prognosis, and treatment. Front. Med..

[14] Liu T (2019). Telomerase reverse transcriptase ameliorates lung fibrosis by protecting alveolar epithelial cells against senescence. J. Biol. Chem..

[15] Yao C (2021). Senescence of alveolar type 2 cells drives progressive pulmonary fibrosis. Am. J. Respir. Crit. Care Med..

[16] Lawson WE (2011). Endoplasmic reticulum stress enhances fibrotic remodeling in the lungs. Proc. Natl Acad. Sci. USA.

[17] Borok Z (2020). Grp78 loss in epithelial progenitors reveals an age-linked role for endoplasmic reticulum stress in pulmonary fibrosis. Am. J. Respir. Crit. Care Med..

[18] Li X (2020). Autophagy reprograms alveolar progenitor cell metabolism in response to lung injury. Stem Cell Rep..

[19] Wu H (2020). Progressive pulmonary fibrosis is caused by elevated mechanical tension on alveolar stem cells. Cell.

[20] Kobayashi Y (2020). Persistence of a regeneration-associated, transitional alveolar epithelial cell state in pulmonary fibrosis. Nat. Cell Biol..

[21] Liang, J. et al. The ZIP8/SIRT1 axis regulates alveolar progenitor cell renewal in aging and idiopathic pulmonary fibrosis. *J Clin Investig.***132**, 10.1172/JCI157338 (2022).10.1172/JCI157338PMC915170035389887

[22] Zeng Z (2017). Activation and overexpression of Sirt1 attenuates lung fibrosis via P300. Biochem. Biophys. Res. Commun..

[23] Cuollo, L., Antonangeli, F., Santoni, A. & Soriani, A. The senescence-associated secretory phenotype (SASP) in the challenging future of cancer therapy and age-related diseases. *Biology***9**, 10.3390/biology9120485 (2020).10.3390/biology9120485PMC776755433371508

[24] Hansel, C., Jendrossek, V. & Klein, D. Cellular senescence in the lung: the central role of senescent epithelial cells. *Int. J. Mol. Sci.***21**, 10.3390/ijms21093279 (2020).10.3390/ijms21093279PMC724735532384619

[25] Tsukui T (2020). Collagen-producing lung cell atlas identifies multiple subsets with distinct localization and relevance to fibrosis. Nat. Commun..

[26] Nagendran, M., Riordan, D. P., Harbury, P. B. & Desai, T. J. Automated cell-type classification in intact tissues by single-cell molecular profiling. *Elife***7**, 10.7554/eLife.30510 (2018).10.7554/eLife.30510PMC580284329319504

[27] Munger JS (1999). The integrin alpha v beta 6 binds and activates latent TGF beta 1: a mechanism for regulating pulmonary inflammation and fibrosis. Cell.

[28] Annes JP, Rifkin DB, Munger JS (2002). The integrin alphaVbeta6 binds and activates latent TGFbeta3. FEBS Lett..

[29] Minutti CM (2019). A macrophage-pericyte axis directs tissue restoration via amphiregulin-induced transforming growth factor beta activation. Immunity.

[30] Lv X (2022). The cell cycle inhibitor P21 promotes the development of pulmonary fibrosis by suppressing lung alveolar regeneration. Acta Pharm. Sin. B.

[31] Sideek, M. A., et al. A central bioactive region of LTBP-2 stimulates the expression of TGF-beta1 in fibroblasts via Akt and p38 signalling pathways. *Int. J. Mol. Sci.***18**, 10.3390/ijms18102114 (2017).10.3390/ijms18102114PMC566679628991210

[32] Lee JI (2016). Role of Smad3 in platelet-derived growth factor-C-induced liver fibrosis. Am. J. Physiol. Cell Physiol..

[33] Madala SK (2014). Inhibition of the alphavbeta6 integrin leads to limited alteration of TGF-alpha-induced pulmonary fibrosis. Am. J. Physiol. Lung Cell Mol. Physiol..

[34] Li M (2011). Epithelium-specific deletion of TGF-beta receptor type II protects mice from bleomycin-induced pulmonary fibrosis. J. Clin. Investig..

[35] Margadant C, Sonnenberg A (2010). Integrin-TGF-beta crosstalk in fibrosis, cancer and wound healing. EMBO Rep..

[36] Choi J (2020). Inflammatory signals induce AT2 cell-derived damage-associated transient progenitors that mediate alveolar regeneration. Cell Stem Cell.

[37] Strunz M (2020). Alveolar regeneration through a Krt8+ transitional stem cell state that persists in human lung fibrosis. Nat. Commun..

[38] Reyfman PA (2019). Single-cell transcriptomic analysis of human lung provides insights into the pathobiology of pulmonary fibrosis. Am. J. Respir. Crit. Care Med..

[39] Adams TS (2020). Single-cell RNA-seq reveals ectopic and aberrant lung-resident cell populations in idiopathic pulmonary fibrosis. Sci. Adv..

[40] Habermann AC (2020). Single-cell RNA sequencing reveals profibrotic roles of distinct epithelial and mesenchymal lineages in pulmonary fibrosis. Sci. Adv..

[41] Kathiriya JJ (2022). Human alveolar type 2 epithelium transdifferentiates into metaplastic KRT5(+) basal cells. Nat. Cell Biol..

[42] Jin S (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[43] Chen YW (2017). A three-dimensional model of human lung development and disease from pluripotent stem cells. Nat. Cell Biol..

[44] Suezawa T (2021). Disease modeling of pulmonary fibrosis using human pluripotent stem cell-derived alveolar organoids. Stem Cell Rep..

[45] Raghu G (2008). Treatment of idiopathic pulmonary fibrosis with etanercept: an exploratory, placebo-controlled trial. Am. J. Respir. Crit. Care Med..

[46] Misharin AV (2017). Monocyte-derived alveolar macrophages drive lung fibrosis and persist in the lung over the life span. J. Exp. Med..

[47] Gibbons MA (2011). Ly6Chi monocytes direct alternatively activated profibrotic macrophage regulation of lung fibrosis. Am. J. Respir. Crit. Care Med..

[48] Young LR (2016). Epithelial-macrophage interactions determine pulmonary fibrosis susceptibility in Hermansky-Pudlak syndrome. JCI Insight.

[49] Singh A (2022). Nanoparticle targeting of de novo profibrotic macrophages mitigates lung fibrosis. Proc. Natl Acad. Sci. USA.

[50] Dong J, Ma Q (2017). Osteopontin enhances multi-walled carbon nanotube-triggered lung fibrosis by promoting TGF-beta1 activation and myofibroblast differentiation. Part Fibre Toxicol..

[51] Lenga Y (2008). Osteopontin expression is required for myofibroblast differentiation. Circ. Res..

[52] Xu YD (2003). Release of biologically active TGF-beta1 by alveolar epithelial cells results in pulmonary fibrosis. Am. J. Physiol. Lung Cell Mol. Physiol..

[53] Knuppel L (2017). A novel antifibrotic mechanism of nintedanib and pirfenidone. inhibition of collagen fibril assembly. Am. J. Respir. Cell Mol. Biol..

[54] Shull MM (1992). Targeted disruption of the mouse transforming growth factor-beta 1 gene results in multifocal inflammatory disease. Nature.

[55] Raghu, G., et al. A Phase IIb randomized study of an anti-alphavbeta6 monoclonal antibody in idiopathic pulmonary fibrosis. *Am. J. Respir. Crit. Care Med*. 10.1164/rccm.202112-2824OC (2022).10.1164/rccm.202112-2824OC35771569

[56] Sun, T. et al. TGFbeta2 and TGFbeta3 isoforms drive fibrotic disease pathogenesis. *Sci. Transl. Med*. **13**, 10.1126/scitranslmed.abe0407 (2021).10.1126/scitranslmed.abe040734349032

[57] Rock JR (2011). Multiple stromal populations contribute to pulmonary fibrosis without evidence for epithelial to mesenchymal transition. Proc. Natl Acad. Sci. USA.

[58] Muzumdar MD, Tasic B, Miyamichi K, Li L, Luo L (2007). A global double-fluorescent Cre reporter mouse. Genesis.

[59] Leveen P (2002). Induced disruption of the transforming growth factor beta type II receptor gene in mice causes a lethal inflammatory disorder that is transplantable. Blood.

[60] LeBleu VS (2013). Identification of human epididymis protein-4 as a fibroblast-derived mediator of fibrosis. Nat. Med.

[61] Cheng HL (2003). Developmental defects and p53 hyperacetylation in Sir2 homolog (SIRT1)-deficient mice. Proc. Natl Acad. Sci. USA.

[62] Chung, M. I., Bujnis, M., Barkauskas, C. E., Kobayashi, Y. & Hogan, B. L. M. Niche-mediated BMP/SMAD signaling regulates lung alveolar stem cell proliferation and differentiation. *Development***145**, 10.1242/dev.163014 (2018).10.1242/dev.163014PMC599259429752282

[63] Kiyokawa H (2021). Airway basal stem cells reutilize the embryonic proliferation regulator, Tgfbeta-Id2 axis, for tissue regeneration. Dev. Cell.

[64] Hasegawa K (2017). Fraction of MHCII and EpCAM expression characterizes distal lung epithelial cells for alveolar type 2 cell isolation. Respir. Res..

[65] Gonzalez RF, Allen L, Gonzales L, Ballard PL, Dobbs LG (2010). HTII-280, a biomarker specific to the apical plasma membrane of human lung alveolar type II cells. J. Histochem. Cytochem.

[66] Katsura H (2020). Human lung stem cell-based alveolospheres provide insights into SARS-CoV-2-mediated interferon responses and pneumocyte dysfunction. Cell Stem Cell.

[67] Enomoto Y (2018). LTBP2 is secreted from lung myofibroblasts and is a potential biomarker for idiopathic pulmonary fibrosis. Clin. Sci..

# Supplementary material for: Autocrine TGF-β-positive feedback in profibrotic AT2-lineage cells plays a crucial role in non-inflammatory lung fibrogenesis
**Source:** Nat Commun. 2023 Aug 31;14:4956. doi: 10.1038/s41467-023-40617-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data Legends**

**Supplementary Data 1:** Major materials used in this study

**Supplementary Data 2:** Upregulated genes in bleomycin-treated alveolar organoids evaluated by RNA-seq.

**Supplementary Data 3:** Primer sequences used in this study

**Supplementary Data 4:** Peak-matched genes in ChIP-seq and commonly upregulated genes even in RNA-seq for bleomycin-treated alveolar organoids (BLM-AO)

### **Supplementary Movie Legends**

**Supplementary Movie 1:** Live imaging for co-culture of control alveolar organoids (AOs) with primary fibroblasts isolated from Acta2-DsRed mice. Imaging was performed every 1.5 h until 72 h. AOs in Matrigel are located in the left upper area.

**Supplementary Movie 2:** Live imaging for co-culture of bleomycin-treated AO with primary fibroblasts isolated from Acta2-DsRed mice. Imaging was performed every 1.5 h until 72 h. AOs in Matrigel are located in the left upper area.

How the deposited data were processed for this re-analysis (not part of the article)

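p53 ChIP-seq was measured in 4 libraries of mouse alveolar organoids, 2 treated with vehicle (CTRL) and 2 with 100 μM BLM for 24 h. For the 4 input libraries no peak list was analysed here. Conditions and replicate numbers were taken from the submitters' labels and the scheme of Fig. 6a. The paper states that the data came from 2 independent wild-type mice, and does not say which libraries share a mouse.

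The authors called peaks in each library separately and deposited 1 list per library in the column layout that MACS2 writes. For each peak the authors deposited a score, which is 10 times the −log10 q as a whole number, a fold enrichment over the local background, and the −log10 of the p-value and of the q-value. These values were made by the authors' peak caller, and no read counts were used here. The depth of the libraries is therefore unknown, and no interval that needs it is given. The lowest −log10 q was just above 2 in every list, that is, a q of 0.01. The paper refers the ChIP-seq protocol to its Supplementary Information, which was not used here. The aligner, the peak caller's version, the control used for calling and the treatment of duplicate reads are therefore not given here. The authors also deposited the positions of 915 BLM-enriched regions and a table made with GREAT version 4.0.4 that assigns them to genes. The header of that table gives its assembly as mm10 and its rule as a basal domain of 5000 bp upstream and 1000 bp downstream of the TSS, extended by at most 1000000 bp, with curated domains. The test by which the authors chose the enriched regions is likewise not given here.

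The peak lists and the enriched regions are on GRCm39, since they name a contig of that build. The distances in the gene table were computed by the authors on mm10. No position was converted between builds. Where a gene has at least 2 enriched regions, the middle of each region and its distance imply a position of the TSS. For 185 of 191 such genes the implied positions of a gene lay within 10 bp of each other, and for *Cdkn1a* its 5 regions gave a spread of 0 bp. Peaks at *Cdkn1a* were therefore counted within 10 kb of this implied TSS, in place of the planned gene body with 10 kb on each side. For the other genes of Fig. 6a no GRCm39 position was used here. The RefSeq table of GRCm38.p6 served only to name neighbouring genes.

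Overlaps were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Peaks sharing at least 1 bp were counted as overlapping, and overlapping peaks of the 4 libraries were joined into regions. Percentiles are by fold enrichment within 1 list, with 100 as the highest. The gene of each region, its distance to the TSS and the list of 329 upregulated genes are the authors' (deposited gene table and Supplementary Data 4). Fisher's exact test, two-sided, compared the upregulated share of genes with a region within 5 kb of the TSS with that of the other genes. Comparisons between conditions were left untested. An exact permutation test of 2 libraries against 2 allows no two-sided p below 0.333, and no test based on the spread between replicates was run. The genes named in the text are those that the paper names with the ChIP-seq or writes in Fig. 6c, the 13 TGF-beta Signaling genes of Fig. 6b, a panel of 18 established p53 targets, and the 10 genes with the highest-ranked enriched region within 5 kb of the TSS. The last rule gave *Cdkn1a*, *Bax*, *Bbc3*, *Phlda3*, *Zmat3*, *Dyrk3*, *Ephx1*, *Klhdc4*, *Psrc1* and *Zfp809*. This rule, the comparisons named in this paragraph and the alternatives below were fixed before the data were examined, apart from the window at *Cdkn1a*. Other tests are in the closing section, which says which of them were chosen after the results were seen.

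The joining of peaks was tested on simulated lists with known answers, and all 3400 simulated regions were assigned to the right libraries. The simulated regions lay far apart, so this tests the code but not the joining of close or wide peaks. In 500 simulated sets of 1400 genes without a difference between near and far genes, Fisher's exact test gave a p under 0.05 in 4.20% of sets. In sets made with an odds ratio of 4 the median odds ratio was 3.97. The simulated genes were independent, while in the data 752 regions are assigned to 2 genes each. The 4.20% therefore need not hold for the data. The alternatives were peaks with a −log10 q of at least 5, an overlap of at least 50% of the shorter peak, the same number of peaks (39577) from each library, each library left out in turn, ranking by −log10 q, other windows and distances, and 1 gene per region. The planned search for the p53 motif was not run, since no genome sequence of GRCm39 was used here. Supplementary Data 2 was read in part (1997 rows, against the paper's 2677 upregulated genes) and served only to look up the paper's fold changes of named genes.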

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

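The count by −log10 q and the comparison with regions called in 1 library of each condition were chosen after the result was seen. The other tests in this part were set before their values were seen.

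Of the 1286 joined regions called in both BLM and neither CTRL library, 521 overlapped the authors' BLM-enriched list and 765 did not. These 765 regions are a signal that the paper does not discuss and that was not called in CTRL organoids. Peaks near the calling threshold may account for many of them, but not for all. Their median percentile by fold enrichment in the BLM lists was 31.5, against 71.1 for the 521 in the enriched list. Of the 765, 356 (46.5%) had a −log10 q of at least 5 in both BLM libraries. Of all peaks of each BLM library taken alone, a looser measure, 82.9 and 82.0% reached this value. None of the 765 lay in the highest 10% of both BLM lists (0 regions). Variation between libraries unrelated to BLM and weak binding that BLM induces below the criteria of the enriched list cannot be told apart for these 765 regions. Regions called in 1 CTRL and 1 BLM library only numbered 980.25 on average over the 4 such pairs, with a range of 716 to 1257. The 1286 regions before the enriched list was taken out lie above all 4 of these numbers, and the 765 left afterwards do not. Taking out regions that the authors chose as higher in BLM lowers only the BLM count, so this comparison decides nothing.

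In the authors' deposited table, 1 BLM-enriched region is assigned to *Itgb6*, 153523 bp upstream of its TSS. It was called in both BLM libraries and in neither CTRL library. The paper does not discuss this region. The region is nearer to *Rbms1*, which is 54204 bp away in the authors' deposited table and is in the list of genes also upregulated in RNA-seq. The assignment to *Itgb6* may therefore come from the rule that gives a region to the genes on both of its sides. Whether the region acts on either gene was not tested. Of the other integrin genes, looked up after the *Itgb6* region was seen, the authors' deposited table holds *Itgb4* (4270 bp upstream), *Itgb1* (189267 bp upstream) and *Itga8* (245498 bp downstream), and of these only *Itgb4* is also upregulated in RNA-seq.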

How the results depend on the processing

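The higher upregulated share of genes with a near region kept its direction and a p below the threshold in all 4 settings, with odds ratios from 2.40 to 4.18 (p from 5.63e-20 to 4.65e-10). Of the 69 alternative values, 37 stayed within the limits set for a change. These limits differed between kinds of result, so the count depends on them. An odds ratio of 2.40 in place of 4.30 counted as unchanged, and a BLM-pair overlap of 76.9% in place of 77.7% as changed.

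With a −log10 q of at least 5, the mean overlap over both directions was 76.9% for the BLM pair and 74.6% between conditions, and the median percentile of enriched regions was 84.1 in BLM replicate 2. With an overlap of at least 50% of the shorter peak, the means were 79.2% for the CTRL pair, 75.4% for the BLM pair and 73.5% between conditions. With the same number of peaks per library they were 78.9% for the CTRL pair and 76.8% for the BLM pair.

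With the same number of peaks per library, regions called in both BLM and neither CTRL library rose to 2074 and those called in the opposite way fell to 2563. By construction, equal lists even out these counts. Across the 4 counts that each left out 1 library, regions ranged from 2063 to 4242 for BLM and from 8333 to 11975 for CTRL, which follows from the weaker condition of fewer libraries. CTRL regions outnumbered BLM regions in every setting. The replicate numbers were also used as pairs: regions called in one library and not in the same-numbered library of the other condition, in each pair, numbered 1286 for BLM and 5312 for CTRL, the same by construction. No sign of a pairing by number was seen. This cannot exclude that same-numbered libraries share a mouse, since other variation between libraries may hide it. Across regions called in all 4 libraries, the difference in percentile between the replicates had a correlation of 0.00986 between CTRL and BLM. Regions called in 1 library of each condition only numbered 1948 for same-numbered libraries and 1973 for the others.

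Within 2 kb of the *Cdkn1a* TSS, 3 peaks were called in CTRL replicate 1 and 2 in each BLM library, and within 50 kb, 13 and 14 in the CTRL libraries and 14 and 12 in the BLM libraries, as the window's size sets. Restricted to genes with a region within 50 kb, 684 genes and 6 of the TGF-beta Signaling genes were left. With near taken as within 10 kb, 19.0% of genes were near and 29.0% lay between 10 and 50 kb. With 1 gene per region, 20.6% lay within 5 kb, 45.6% between 5 and 50 kb and 33.7% beyond 50 kb, since the farther gene of each region was left out. The alternatives for the p53 motif and for the other genes of Fig. 6a were not run. The unknown depth of the libraries limits every count of peaks called in one condition and not in the other.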

Differences from the paper's values

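The numbers of assigned genes, of genes also upregulated and of TGF-beta Signaling and p53 Pathway genes were equal to the paper's. These numbers were read from the authors' own lists, so their equality is no independent test. The paper reports no apparent difference between CTRL and BLM organoids in p53 binding at the TGF-β isoforms and integrins (Fig. 6a). The authors' deposited table and Supplementary Data 4 include *Itgb6* among the genes with a BLM-enriched region, at 153523 bp upstream of the TSS in the authors' deposited table. Whether this region falls within the binding to which the paper's statement refers is not known. The table includes none of *Tgfb1*, *Tgfb2*, *Tgfb3* and *Itgav*.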

Other observations

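The tests on the panel of p53 targets and on the distances of the TGF-beta Signaling genes were chosen after the results were seen. The other tests in this part were set before their values were seen.

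Joined regions called in both CTRL and neither BLM library were 4.13 times as many as the reverse (5312 against 1286), while the paper reports only regions higher in BLM. Most of this excess was gone with the same number of peaks from each library, where the counts were 2563 and 2074, although equal lists even out these counts by construction. A candidate explanation is that weak peaks were less callable in the BLM libraries. Of the 2946 regions in the highest 10% by fold enrichment of both CTRL lists, 0% lacked a BLM peak, as this explanation requires. The regions called only in CTRL had a median percentile of 29.5 in the CTRL lists. In the other direction, 92 of the 2218 regions in the highest 10% of both BLM lists (4.15%) lacked a CTRL peak, and all 92 overlapped the authors' BLM-enriched list. A loss of weak p53 binding after BLM stays open, since the depth of the libraries is unknown. The paper reports more p53 protein after BLM (Fig. 3c), which does not point to such a loss. Whether the weak calls are p53 binding at all was not tested. Peaks on the mitochondrial chromosome numbered 12 and 10 in the CTRL libraries and 0 and 0 in the BLM libraries, and no explanation of this was tested.

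One hypothesis is that a BLM-enriched region near the TSS goes with upregulation more often than a far one because of the distance itself. A candidate explanation of another kind is that near regions are stronger. Within 259 regions assigned to 2 genes of which 1 is upregulated, the strength of the region is the same for both genes, and the upregulated gene was the nearer one in 164 (63.3%, 95% Wilson interval 57.3 to 69.0%, exact binomial test, two-sided, p = 2.15e-05). Strength alone would give about 50% in these 259 regions. The test treats the regions as independent, but 191 genes have at least 2 enriched regions. The interval and the p may therefore be too small. By the rule of the assignment, a region from 5 kb upstream to 1 kb downstream of a TSS normally goes to that gene alone. The 259 regions therefore leave out many of the near regions. Stronger near regions thus stay open as an explanation of the result within 5 kb. Counting 1 region for 2 genes does not account for the difference between near and far genes. With 1 gene per region the odds ratio was 3.59 (Fisher's exact test, two-sided, p = 2.09e-12). Whether near genes are more often expressed at all in AT2 cells was not tested, and it stays open. Of the 329 upregulated genes, 117 (35.6%) have their nearest region beyond 50 kb, where the upregulated share was 15.8%.

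The genes of TGF-beta Signaling in Fig. 6b lay farther from their nearest region than those of p53 Pathway, with a median of 51787 against 2146 bp in the authors' deposited table (permutation test of the median log10 distance, two-sided, p = 0.00502, 13 against 41 genes). Chance is thus not a likely source of this difference. It is p53 Pathway that stands apart, since the medians of the 11 other terms ranged from 21888 to 93317 bp in the authors' deposited table. Of the 13 TGF-beta Signaling genes 3 (23.1%) are also upregulated in RNA-seq, the share found among all 1425 genes (23.1%), against 32 of 41 (78.0%) for p53 Pathway. A hypothesis is that part of the TGF-beta Signaling genes were assigned through distant regions that do not act on them, which was not tested.

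Regions of the 18 established p53 targets were mostly called in CTRL organoids too. Of 24 enriched regions assigned to them, 22 (91.7%) were called in all 4 libraries, against 258 of the 891 other enriched regions (29.0%). Stronger regions are more often called in CTRL, which may explain part of this. Within 10 groups of regions of like rank in the BLM lists, 15.2 of the 24 would be called in all 4 libraries on average (permutation test, two-sided, p = 0.00019), so rank alone gave fewer than the 22 seen. This test replaced a first one, after that one's result was seen. In the first, 14 of 14 regions of these genes and 138 of 184 others at or above the 99th percentile of the BLM lists were called in all 4 libraries (Fisher's exact test, two-sided, p = 0.0430). All 16 of the 18 genes that have an assigned region are also upregulated in RNA-seq. A hypothesis is that p53 occupies these sites in vehicle-treated organoids already and that BLM adds to it. DNA damage from organoid culture in CTRL was not tested.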
